# Restriction of memory B cell differentiation at the germinal center B cell positive selection stage

**DOI:** 10.1084/jem.20191933

**Published:** 2020-05-14

**Authors:** Amparo Toboso-Navasa, Arief Gunawan, Giulia Morlino, Rinako Nakagawa, Andrea Taddei, Djamil Damry, Yash Patel, Probir Chakravarty, Martin Janz, George Kassiotis, Robert Brink, Martin Eilers, Dinis Pedro Calado

## Abstract

Memory B cells (MBCs) are key for protection from reinfection. However, it is mechanistically unclear how germinal center (GC) B cells differentiate into MBCs. MYC is transiently induced in cells fated for GC expansion and plasma cell (PC) formation, so-called positively selected GC B cells. We found that these cells coexpressed MYC and MIZ1 (MYC-interacting zinc-finger protein 1 [ZBTB17]). MYC and MIZ1 are transcriptional activators; however, they form a transcriptional repressor complex that represses MIZ1 target genes. Mice lacking MYC–MIZ1 complexes displayed impaired cell cycle entry of positively selected GC B cells and reduced GC B cell expansion and PC formation. Notably, absence of MYC–MIZ1 complexes in positively selected GC B cells led to a gene expression profile alike that of MBCs and increased MBC differentiation. Thus, at the GC positive selection stage, MYC–MIZ1 complexes are required for effective GC expansion and PC formation and to restrict MBC differentiation. We propose that MYC and MIZ1 form a module that regulates GC B cell fate.

## Introduction

The germinal center (GC) is an antigen- and T cell–dependent reaction in which B cells undergo affinity maturation and differentiation (De Silva and Klein, 2015; Victora and Nussenzweig, 2012). In GCs, B cells cyclically migrate between an area called the dark zone (DZ), which is enriched for proliferating cells and where somatic hypermutation occurs, and an area called the light zone (LZ), in which B cells retrieve antigen from follicular (FO) dendritic cells (FDCs) through their B cell receptor (BCR) and present that antigen to T cells (Allen et al., 2004; Kepler and Perelson, 1993; Victora et al., 2010). T cell help, including CD40L-CD40 engagement, positively selects a fraction (∼5–20%) of LZ B cells, and our work and that of others showed that positive selection critically involves induction of MYC to license cell cycle, after which cells migrate back to the DZ, leading to GC expansion (Calado et al., 2012; Dominguez-Sola et al., 2012; Finkin et al., 2019; Luo et al., 2018; Schwickert et al., 2011). More recently, it was shown that positively selected LZ B cells (LZ MYC^+^ cells) are further composed of plasma cell (PC) precursors and that these also express *Myc* (Ise et al., 2018).

In addition to expansion in the GC and PC differentiation, LZ B cells also differentiate into memory B cells (MBCs). MBCs are key for long-term protection from reinfection, but how their fate is specified is poorly understood. MBC differentiation was thought to be an unregulated process (Inoue et al., 2018; Smith et al., 2000). Studies have shown, however, that MBCs have, in general, lower antigen affinity compared with LZ B cells fated for GC expansion and PC differentiation (De Silva and Klein, 2015; Shinnakasu et al., 2016; Weisel et al., 2016). Recently, it was found that LZ B cells expressing high levels of the gene encoding the transcription factor BACH2 are favored for MBC differentiation (Shinnakasu et al., 2016) and that quiescent LZ B cells are enriched for MBC precursors (Laidlaw et al., 2017; Suan et al., 2017; Wang et al., 2017). MYC is critically required for cell cycle entry of LZ MYC^+^ cells, and these cells are primarily fated for GC expansion and PC differentiation (Calado et al., 2012; Dominguez-Sola et al., 2012; Ise et al., 2018). We therefore raised the question whether MYC activity in LZ MYC^+^ cells restricts MBC differentiation.

In human cancers, MYC and the transcription activator MIZ1 (MYC-interacting zinc-finger protein 1 [ZBTB17]) can form a protein complex that represses the expression of MIZ1 target genes, most notably cyclin-dependent kinase inhibitor genes such as *CDKN1A* (Conacci-Sorrell et al., 2014; Peukert et al., 1997; Wiese et al., 2013). Mechanistically, MYC displaces MIZ1 coactivators EP300 and NPM1, converting MIZ1 from a transcriptional activator to a transcriptional repressor (Staller et al., 2001; Walz et al., 2014; Wanzel et al., 2008). Currently, the functions of MYC–MIZ1 complexes in physiology remain undetermined (Wiese et al., 2013). However, given that quiescent LZ B cells are enriched for MBC precursors (Laidlaw et al., 2017; Suan et al., 2017; Wang et al., 2017) and that MYC–MIZ1 complexes regulate cell cycle, we hypothesized that MYC–MIZ1 complex activity regulates MBC differentiation.

We found that at the positive selection stage GC B cells mostly coexpress MYC and MIZ1. The absence of MYC–MIZ1 complexes impaired cell cycle entry of LZ MYC^+^ cells, reducing GC expansion in a CDKN1A-independent manner, and interfered with PC formation. Notably, derepression of MIZ1 target genes led to a gene expression profile (GEP) alike that of MBCs, and mice lacking MYC–MIZ1 complexes had increased MBC differentiation. We propose that the transcription factors MYC and MIZ1 form a module that regulates the fate of positively selected GC B cells.

## Results

### Positively selected GC B cells mostly coexpress MYC and MIZ1

We first assessed the expression of *Miz1* in GC B cell subpopulations, including LZ MYC^+^ cells, using publicly available data (Chou et al., 2016). In contrast to *Myc*, which was strongly induced in LZ MYC^+^ cells, the expression of *Miz1* in these cells was similar to that of LZ B cells negative for MYC (LZ MYC^neg^ cells; Fig. S1 A). Next, we performed immunofluorescence of spleens of wild-type mice at 10 d after immunization with sheep RBCs (SRBCs) and delineated GCs (IgD^neg^), DZ and LZ (FDC depleted and enriched, respectively), and MYC expression to identify positively selected GC B cells. We found MIZ1 to be mostly coexpressed with MYC (Fig. 1, A and B). Collectively, these data indicated that MIZ1 expression is primarily regulated at a posttranscriptional level. MYC expression in GC B cells is synergistically induced by BCR and CD40 coengagement (Fig. S1 B; Luo et al., 2018). However, we found that BCR and CD40 coengagement was insufficient to induce MIZ1 expression in GC B cells stimulated in vitro (Fig. S1, C and D). Thus, although MYC and MIZ1 coexpression occurs in LZ MYC^+^ cells, the requirements for their induction are not identical.

**Figure S1.**
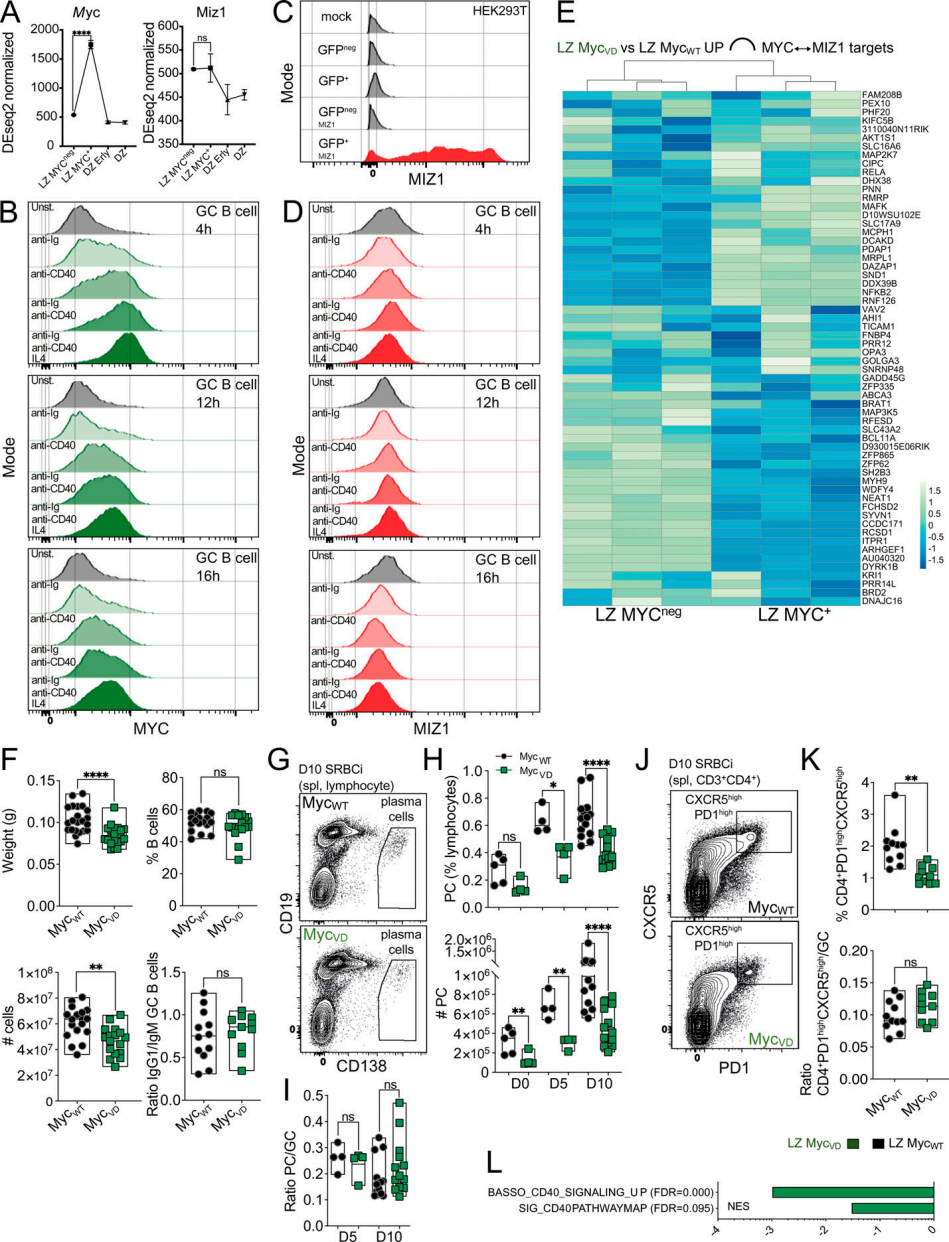
**Gene expression and cellular populations in the absence of MYC–MIZ1 complexes. (A)** RNA expression of *Myc* (left) and *Miz1* (right) in wild-type mice. DZ, DZ cells negative for Ap4; DZ Erly, DZ cells positive for Ap4; LZ MYC^neg^, LZ cells negative for MYC and AP4; LZ MYC^+^, LZ cells positive for MYC and AP4; (Chou et al., 2016). **(B)** Representative flow cytometry of intracellular staining for MYC in splenic GC B cells of wild-type mice isolated at day 10 after SRBC immunization (SRBCi) after 4 h (top), 12 h (middle), and 16 h (bottom) in vitro in media (Unst.) and in media in the presence of anti-Ig (anti-IgM + anti-IgG), anti-CD40, anti-Ig + anti-CD40, and anti-Ig + anti-CD40 + IL-4. **(C)** Testing of intracellular staining for MIZ1 in HEK293T nontransduced (mock) and transiently transduced with a plasmid expressing GFP (GFP^pos^ and GFP^neg^) or a plasmid expressing *MIZ1* and GFP as a bicistronic RNA (GFP^pos MIZ1^ and GFP^neg MIZ1^). **(D)** Representative flow cytometry of intracellular staining for MIZ1 as in B. **(E)** Heatmap representation of RNA expression in LZ MYC^neg^ and LZ MYC^+^ of wild-type mice for genes bound in their promoters by MIZ1 and MYC “MYC↔MIZ1” as determined by ChIP-seq in mouse B cells. **(F)** Top left: Weight of the spleen of Myc_WT_ and Myc_VD_ at day 10 after SRBC immunization. Top right: Fraction of splenic B lymphocytes of Myc_WT_ and Myc_VD_ at day 10 after SRBC immunization. Bottom left: Absolute cell number of splenic B cells of Myc_WT_ and Myc_VD_ at day 10 after SRBC immunization. Bottom right: Ratio of IgG1^+^ GC B cells over IgM^+^ GC B at day 10 after SRBC immunization. **(G)** Representative flow cytometry gating strategy of PCs in Myc_WT_ and Myc_VD_ at day 10 after SRBC immunization (SRBCi). spl, spleen. **(H)** Cumulative data for PCs, analyzed as in G at days 0, 5, and 10 after SRBC immunization. Top: Fraction of cells within lymphocytes. Bottom: Absolute cell number. **(I)** Ratio of PCs over GC B cells. **(J)** Representative flow cytometry gating strategy for splenic CD4^+^ CXCR5^+^ PD1^+^ T cells (that mostly contain Tfh cells) of Myc_WT_ and Myc_VD_ at day 10 after SRBC immunization. **(K)** Cumulative data for splenic CD4^+^ CXCR5^+^ PD1^+^ T cells. Top: Fraction within CD4^+^ T cells, analyzed as in J. Bottom, ratio between CD4^+^ CXCR5^+^ PD1^+^ T cells over GC B cells. **(L)** Bar graph displaying GSEA of gene signature “BASSO_CD40_SIGNALING_UP” and “SIG_CD40_PATHWAY” enrichment in the GEP of LZ B cells of Myc_WT_ and Myc_VD_. FDR, false discovery rate; NES, normalized enrichment score. Each symbol (F top left: Myc_WT_ *n* = 22, Myc_VD_ *n* = 20, F bottom left: Myc_WT_ *n* = 18, Myc_VD_ *n* = 17; F top right: Myc_WT_ *n* = 16, Myc_VD_ *n* = 16, F bottom right: Myc_WT_ *n* = 12, Myc_VD_ *n* = 10; H and I: day 0 Myc_WT_ *n* = 5, Myc_VD_ *n* = 4; day 5 Myc_WT_ *n* = 4, Myc_VD_ *n* = 4; day 10 Myc_WT_ *n* = 14, Myc_VD_ *n* = 13; K: Myc_WT_ *n* = 11, Myc_VD_ *n* = 10) represents an individual mouse; small horizontal lines show median, minimum, and maximum values. (A) ****, P ≤ 0.0001 (DEseq2). **(F–K)** *, P ≤ 0.05; **, P ≤ 0.01; ****, P ≤ 0.0001 (unpaired two-tailed Student’s *t* test). Data are representative of two (B–D, H, and I on days 0 and 5; and K) and three (F, H, and I on day 10) independent experiments. ns, not significant.

**Figure 1.**
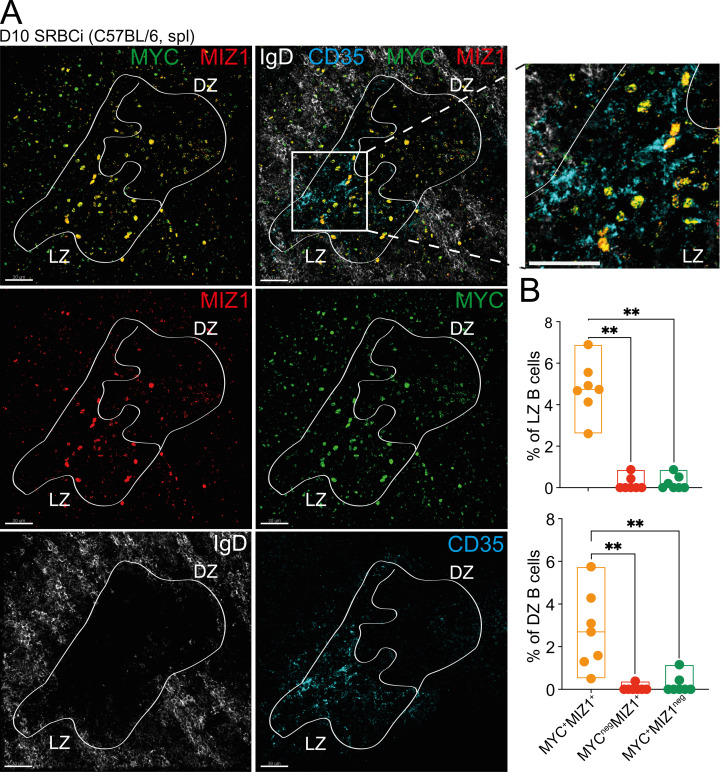
**Positively selected GC B cells mostly coexpress MYC and MIZ1. (A)** Representative confocal immunofluorescence of a splenic GC at day 10 (D10) after SRBC immunization (SRBCi) in a wild-type C57BL/6 mouse (MIZ1, red; MYC, green; IgD, white; and FDC/CD35, cyan). Lines delineate GC and LZ/DZ borders. Scale bars, 30 µm. **(B)** Quantification of the fraction of double-positive MIZ1^+^MYC^+^ and MIZ1^+^, MYC^+^ single-positive cells in the LZ (top) and DZ (bottom), stained as in A. Each symbol (B) represents an individual GC; small horizontal lines show median, minimum, and maximum values. Data in B are representative of three independent experiments (three mice, and approximately two GCs per mouse/per experiment). **, P ≤ 0.01 (unpaired two-tailed Student’s *t* test).

### MIZ1 target genes are up-regulated in the absence of MYC–MIZ1 complexes

To investigate if MIZ1 target genes are regulated by MYC–MIZ1 complexes in positively selected GC B cells, we used a genetically modified mouse strain (Myc_VD_) that carries a MYC mutant encoded at the endogenous *Myc* locus (Herold et al., 2002; Saba et al., 2011). In these mice, replacement of a valine at position 394 by aspartic acid (V394D, Myc_VD_) abrogates MYC–MIZ1 interaction without interfering with the binding of MYC to its obligatory partner, MAX, and hence MYC transcriptional activation (Fig. 2 A; Herold et al., 2002; Saba et al., 2011; Walz et al., 2014). We first investigated the expression of MYC in Myc_VD_. We immunized Myc_VD_ and wild-type mice (Myc_WT_) with SRBC and determined 10 d later the fraction of LZ MYC^+^ cells using intracellular stain and flow cytometry. Myc_VD_ contained a slight but significantly increased fraction of LZ MYC^+^ cells compared with Myc_WT_ (Fig. 2, B and C), whereas MYC expression levels were identical between genotypes (Fig. 2 D). Thus, the absence of MYC–MIZ1 complexes did not impair the induction of MYC nor its expression level.

**Figure 2.**
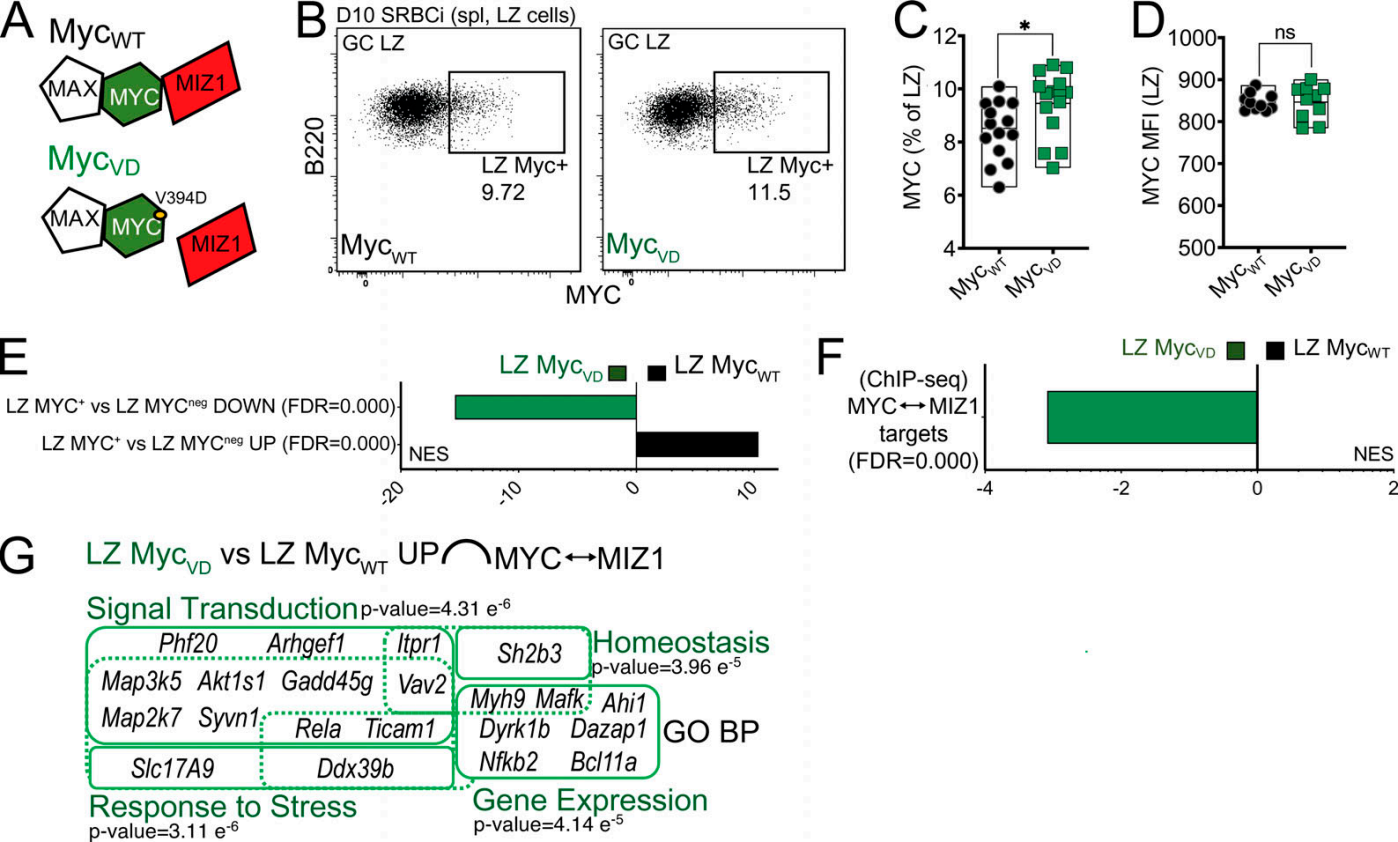
**MIZ1 target genes are up-regulated in the absence of MYC–MIZ1 complexes. (A)** Schematic representation of MYC–MIZ1 complexes. The V394D mutation in MYC abrogates the protein–protein interaction with MIZ1, but not with MAX. **(B)** Intracellular staining for MYC in splenic LZ GC B cells of Myc_WT_ and Myc_VD_ at day 10 after SRBC immunization (SRBCi). spl, spleen. **(C)** Cumulative data of the fraction of MYC^+^ cells in splenic LZ of Myc_WT_ and Myc_VD_, analyzed as in B. **(D)** Cumulative data of mean fluorescence intensity (MFI) in splenic LZ of Myc_WT_ and Myc_VD_, analyzed as in B. **(E)** Bar graph displaying GSEA of gene signature “LZ MYC^+^ vs. LZ MYC^neg^ DOWN” and “LZ MYC^+^ vs. LZ MYC^neg^ UP” enrichment in the GEP of LZ B cells of Myc_WT_ and Myc_VD_. FDR, false discovery rate; NES, normalized enrichment score. **(F)** Bar graph displaying normalized enrichment score of Myc_VD_ and Myc_WT_ LZ B cells GEP for genes bound in their promoters by MIZ1 and MYC “MIZ1↔MYC” as determined by ChIP-Seq in mouse B cells. **(G)** Graphical representation of enrichment of GO biological processes (GO_BP) within up-regulated genes in the LZ B cells of Myc_VD_ compared with Myc_WT_ with promoters bound by MIZ1 and MYC “MIZ1↔MYC”. Each symbol (C: Myc_WT_ *n* = 14, Myc_VD_ *n* = 14; D: Myc_WT_ *n* = 10, Myc_VD_ *n* = 10) represents an individual mouse; small horizontal lines are median, minimum, and maximum values. *, P ≤ 0.05 (unpaired two-tailed Student’s *t* test). Data in C and D are representative of three independent experiments. ns, not significant.

To investigate if the absence of MYC–MIZ1 complexes altered gene expression we FACS-purified LZ B cells of Myc_VD_ and Myc_WT_ and performed RNA sequencing (RNA-seq) followed by bioinformatic analysis. 

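LZ GC B cells (CD138neg B220+ CD38low CD95high CXCR4low CD86high, among the markers used) were sorted from spleens of 4 Myc_WT_ and 4 Myc_VD_ mice on day 10 after immunization with SRBC, and RNA of each mouse was sequenced as 1 library. The paper's methods give 1000000000 SRBC per mouse, and the labels of the libraries give 50000000000. The authors aligned the reads with STAR and quantified them with RSEM, strand by strand, on the mouse transcriptome of Ensembl (GRCm38), and deposited them as TPM with 2 decimals, estimated reads divided by transcript length and scaled to a fixed total per library. TPM keep no depth, so the number of reads behind a value is unknown and a gene listed at 0 can be a failed estimate. Between 15460 and 19537 genes (median 18338) were above 0 in the Myc_WT_ libraries and between 13169 and 16421 (median 14823.5) in the Myc_VD_ libraries. Of 6668 genes with a mean of at least 10 TPM over the LZ libraries, 34 to 51 were listed at 0 in each Myc_WT_ library and 42 to 69 in each Myc_VD_ library. Ribosomal RNA, mitochondrial ribosomal RNA included, took 35.7 to 44.5% (median 41.0%) of TPM in Myc_WT_ and 44.1 to 61.3% (median 50.9%) in Myc_VD_, which leaves less TPM for all other genes. Across genes, log2(TPM + 1) correlated between Myc_WT_ libraries with r from 0.915 to 0.952, between Myc_VD_ libraries from 0.83 to 0.880, and between genotypes from 0.845 to 0.906.
Differences were tested with limma on log2(TPM + 1), a scale that understates the change of low genes, for genes with a mean of at least 1 TPM, two-sided and with Benjamini-Hochberg adjustment. Of 12869 genes tested, 1 was higher and 5 were lower in Myc_VD_ at an adjusted p under 0.05, and 160 were higher and 2020 lower at an unadjusted p under 0.05. The median log2 difference of all genes tested was -0.31, and changes are therefore also given relative to it. Rescaling TPM by the median ratio to each gene's geometric mean took the all-gene median to -0.01, with 0 genes past the adjusted threshold and 709 higher and 809 lower without adjustment. A correction for GC content, chosen after seeing the data, moved that median most, to 0.03, with 0 genes past the adjusted threshold and 731 higher and 736 lower without adjustment. Without Myc_VD_ mouse 5, 254 genes passed the adjusted threshold, 12 higher and 242 lower. Myc (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374 of GRCm38), which carries the V394D mutation in Myc_VD_ mice, was at 32.56, 35.48, 45.16 and 30.7 TPM in the Myc_WT_ mice and at 66.79, 48.21, 24.94 and 44.29 TPM in the Myc_VD_ mice (log2 difference 0.28, standard error 0.29, adjusted p = 0.645 from limma). Zbtb17 (ENSMUSG00000006215, chromosome 4, 141444654 to 141467930), which encodes MIZ1, was at 3.94 ± 1.17 TPM (SD, n = 4) in Myc_WT_ and 3.66 ± 2.22 TPM (SD, n = 4) in Myc_VD_. TPM do not tell the mutant from the wild-type allele. In the labels, Myc_WT_ mice 1 to 3 share 1 prefix, Myc_WT_ mouse 4 has another and all Myc_VD_ mice share a further one. The prefix is taken here as the breeding group, which neither the labels nor the paper name. Genotype and breeding group so read cannot be told apart.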

We first asked whether the GEP of LZ MYC^+^ cells was altered in the absence of MYC–MIZ1 complexes. For that, we used publicly available RNA-seq datasets (Chou et al., 2016) and generated signatures of genes down-regulated (*LZ MYC^+^* vs. *LZ MYC^neg^ DOWN*) or up-regulated (*LZ MYC^+^* vs. *LZ MYC^neg^ UP*) in LZ MYC^+^ compared with LZ MYC^neg^ cells. Using gene set enrichment analysis (GSEA), we found that the Myc_VD_ LZ GEP was significantly enriched for the “*LZ MYC^+^* vs. *LZ MYC^neg^ DOWN*” gene signature and that the Myc_WT_ LZ GEP was significantly enriched for the “*LZ MYC^+^* vs. *LZ MYC^neg^ UP*” gene signature (Fig. 2 E). These data indicated that the absence of MYC–MIZ1 complexes in LZ MYC^+^ cells profoundly altered their GEP, possibly due to the up-regulation of MIZ1 target genes repressed by MYC–MIZ1 complexes in those cells.

To identify differentially expressed genes between LZ Myc_VD_ and LZ Myc_WT_ that are direct targets of MYC–MIZ1 complexes, we generated and analyzed MYC and MIZ1 chromatin immunoprecipitation sequencing (ChIP-seq) in mouse B cells. In agreement with the absence of the repressive activity of MYC–MIZ1 complexes, the LZ Myc_VD_ GEP was significantly enriched for the expression of MIZ1 target genes that are bound by MYC compared with Myc_WT_ (Fig. 2 F). We found 60 MIZ1 target genes bound by MYC that were significantly up-regulated in the LZ of Myc_VD_ compared with that of Myc_WT_ (Fig. S1 E). 

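The 60 genes were read from Fig. S1 E, and all 60 had a mean of at least 1 TPM in LZ B cells. 50 of the 60 were higher and 10 were lower in Myc_VD_ than in Myc_WT_, with a median log2 difference of 0.24, and all 60 lay above the median of all genes tested. Relative to that median the list was higher by 0.54. With each mouse left out in turn, the median of the list stayed between 0.15 (without Myc_VD_ mouse 6) and 0.30 (without Myc_WT_ mouse 3). The largest differences were those of Ahi1 (0.98), Slc43a2 (0.83) and Rmrp (0.72), and the lowest that of Prr12 (-0.30). Without adjustment, 3 genes had a p under 0.05 in limma: Ahi1, whose mean rose from 1.88 to 4.95 TPM (adjusted p = 0.238), Pdap1, from 25.3 to 38.2 TPM (adjusted p = 0.230), and Slc43a2, from 11.2 to 22.5 TPM (adjusted p = 0.281). These 3 genes were singled out after their values were seen. Of the 60 genes, 0 passed an adjusted p of 0.05 over all genes tested and 0 passed it adjusted over the list alone; the study chose the list on these libraries, so the latter is not independent evidence. With TPM rescaled by the median ratio, 25 of the 60 had an unadjusted p under 0.05 and all 60 were higher. The paper takes the repressive activity of MYC–MIZ1 complexes to be absent in Myc_VD_, and sets the rise of genes that MYC and MIZ1 both bind beside that absence.

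**Figure D1:**
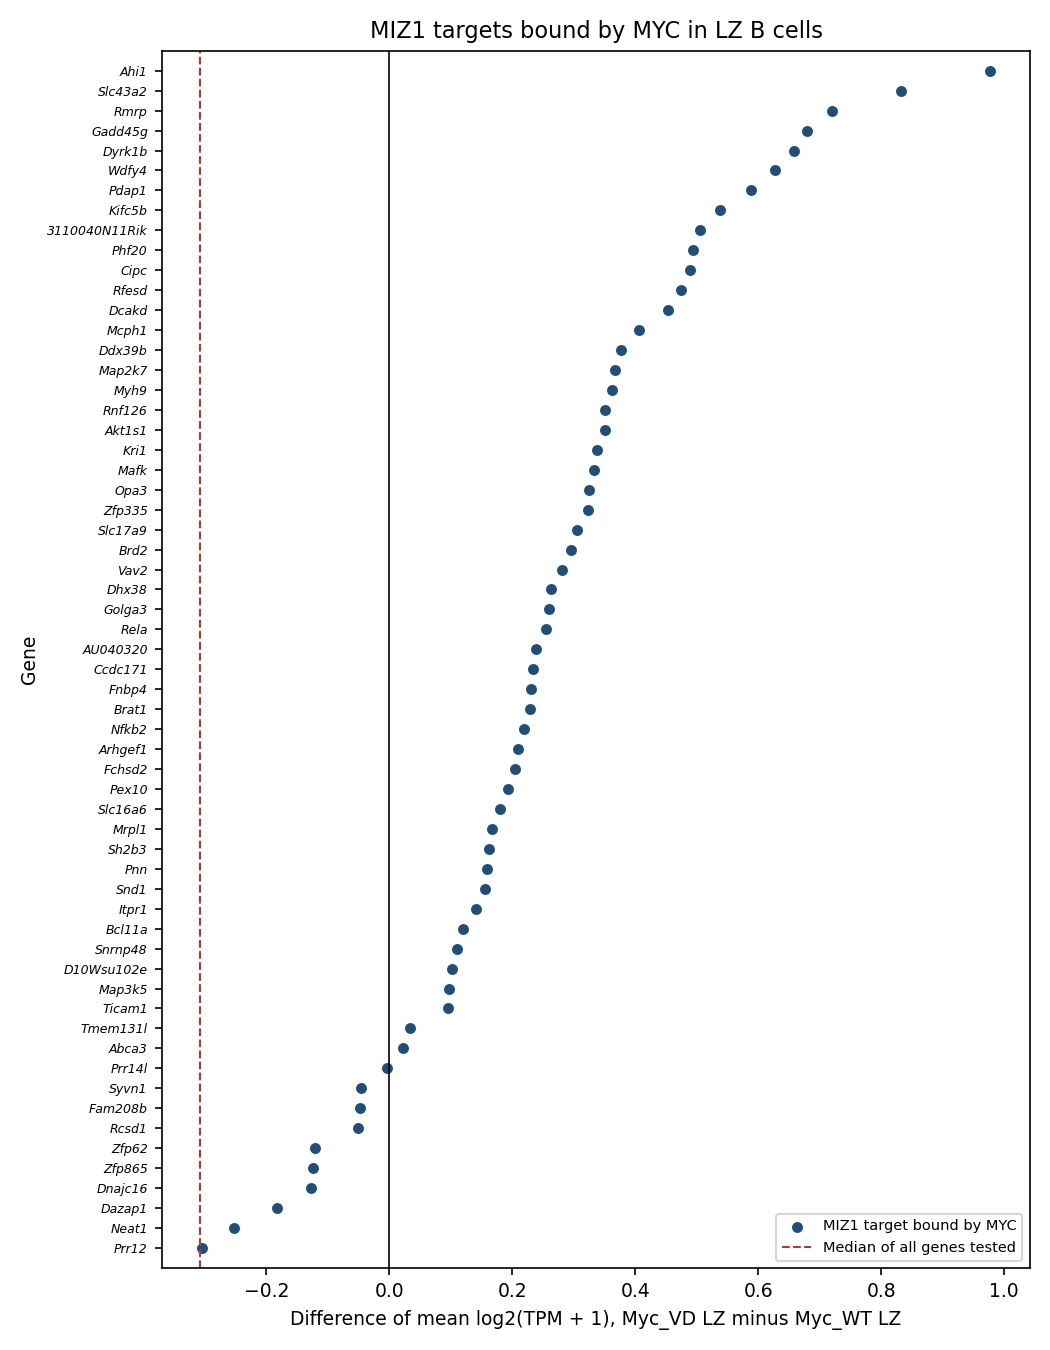
Difference of mean log2(TPM + 1) between Myc_VD_ and Myc_WT_ LZ B cells (x axis) for each of the 60 MIZ1 target genes bound by MYC (y axis, 1 point per gene). The solid line marks 0 and the dashed line the median of all genes tested (-0.31). 50 of the points lie right of 0.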

A fraction of these genes (21 genes) enriched for the Gene Ontology (GO) biological processes related to signal transduction, response to stress, homeostasis, and gene expression (Fig. 2 G). These included genes encoding known tumor suppressors, namely *Arhgef1*, a RhoA-specific guanine nucleotide exchange factor frequently lost in GC B cell–derived lymphomas (Muppidi et al., 2014); the cytokine-regulated *Gadd45g*, required in hematopoietic stem cell differentiation and lineage selection (Lu et al., 2001; Thalheimer et al., 2014); and the U3 ubiquitin ligase *Sh2b3* that regulates JAK2 stability, which is frequently lost in acute lymphoblastic leukemia (Lv et al., 2017; Perez-Garcia et al., 2013). 

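Of the 21 genes named in Fig. 2 G, 19 were higher and 2 were lower in LZ B cells of Myc_VD_ than in those of Myc_WT_, with a median log2 difference of 0.28, or 0.59 relative to all genes tested. As a set they were higher in Myc_VD_ by limma's rotation test fry, with a two-sided p of 0.00925. The median was above those of all 10000 random lists of 21 genes matched on mean expression, 95% of which lay between -0.57 and -0.09. Only 1 of the 21 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05. The 21 genes are part of a list chosen as higher in Myc_VD_ on these libraries, which fixes the direction of both comparisons beforehand. GO terms were not used here.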

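Arhgef1 (ENSMUSG00000040940, chromosome 7, 24902912 to 24926594) was at 161 ± 20.4 TPM (SD, n = 4) in Myc_WT_ and 185 ± 16.4 TPM (SD, n = 4) in Myc_VD_, a log2 difference of 0.21 (standard error 0.18, adjusted p = 0.573 from limma). The ranges of the genotypes overlapped, from 144 to 189 TPM in Myc_WT_ and from 170 to 207 TPM in Myc_VD_ (exact permutation test, two-sided p = 0.143). Gadd45g (ENSMUSG00000021453, chromosome 13, 51846678 to 51848468) rose from 4.83 ± 1.32 to 8.51 ± 3.08 TPM (SD, n = 4 each), a log2 difference of 0.68 (standard error 0.35, adjusted p = 0.355 from limma). With each mouse left out in turn this difference lay between 0.51 and 0.81, and the exact permutation test gave p = 0.0857. Sh2b3 (ENSMUSG00000042594, chromosome 5, 121815488 to 121837646) was at 38.5 ± 4.69 TPM in Myc_WT_ and 43.8 ± 10.2 TPM in Myc_VD_ (SD, n = 4 each). Its log2 difference of 0.16 was smaller than its standard error of 0.23 (exact permutation p = 0.429, adjusted p = 0.749 from limma). In TPM as deposited, none of these 3 genes had a p under 0.05 by either test. Relative to all genes tested, Arhgef1 was higher by 0.52, Gadd45g by 0.99 and Sh2b3 by 0.47, each more than 2 standard errors, and after rescaling by the median ratio none of the 3 passed an adjusted p of 0.05.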

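Itpr1, Map2k7, Akt1s1 and Vav2 each had a higher mean in Myc_VD_ than in Myc_WT_ LZ B cells, and in each the ranges of the genotypes overlapped. Map2k7 (ENSMUSG00000002948, chromosome 8, 4238740 to 4247897) was at 18.6 ± 4.64 TPM in Myc_WT_ and 24.0 ± 4.07 TPM in Myc_VD_ (SD, n = 4 each), a log2 difference of 0.37 (exact permutation p = 0.114, adjusted p = 0.496 from limma). Akt1s1 (ENSMUSG00000011096, chromosome 7, 44848991 to 44855421) was at 3.93 ± 0.943 and 5.53 ± 2.55 TPM, with a log2 difference of 0.35 (standard error 0.37). Vav2 (ENSMUSG00000009621, chromosome 2, 27262104 to 27427033) differed by 0.28, from 18.8 ± 3.63 to 23.0 ± 4.56 TPM, and in Myc_WT_ mouse 1 it was at 13.4 TPM against 19.7 to 21.1 TPM in the other Myc_WT_ mice. Itpr1 (ENSMUSG00000030102, chromosome 6, 108213096 to 108551109) differed least, by 0.14, with 30.4 ± 2.32 TPM in Myc_WT_ and 34.1 ± 6.80 TPM in Myc_VD_. The adjusted p from limma was 0.651 for Akt1s1, 0.598 for Vav2 and 0.781 for Itpr1, and none of the 4 genes passed 0.05 in TPM as deposited. Relative to all genes tested they were higher, by 0.67 for Map2k7, 0.66 for Akt1s1, 0.59 for Vav2 and 0.45 for Itpr1.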

Genes involved in signal transduction included *Itpr1*, a Ca^2+^ channel required for normal B cell development and function (Tang et al., 2017); *Map2k7*, which directly activates c-JUN and is known to have an antiproliferative activity in B cells (Sasaki et al., 2001; Tournier et al., 1997); the AKT substrate *Akt1s1*, which negatively regulates mTOR activity (Sancak et al., 2007); and *Vav2*, which is critical for humoral immune responses and B cell maturation (Doody et al., 2001). 

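Among Myh9, Bcl11a, Rela and Mafk, the log2 difference between Myc_VD_ and Myc_WT_ LZ B cells was 0.36 for Myh9, 0.12 for Bcl11a, 0.25 for Rela and 0.33 for Mafk. Myh9 (ENSMUSG00000022443, chromosome 15, 77760587 to 77842175) was at 72.0 ± 20.0 TPM in Myc_WT_ and 91.4 ± 15.5 TPM in Myc_VD_ (SD, n = 4 each; exact permutation p = 0.171, adjusted p = 0.456 from limma). Bcl11a (ENSMUSG00000000861, chromosome 11, 24078056 to 24174123) was at 127 ± 7.47 and 139 ± 18.4 TPM. Rela (ENSMUSG00000024927, chromosome 19, 5637483 to 5648130) was at 16.8 ± 2.76 TPM in Myc_WT_, where mouse 3 with 20.9 TPM stood apart from the other 3 mice. In Myc_VD_, Rela was at 15.7, 38.1, 18.7 and 14.3 TPM, and without the highest of these, mouse 6, its log2 difference was -0.04. Mafk (ENSMUSG00000018143, chromosome 5, 139791513 to 139802653) was at 4.92, 5.82, 6.82 and 5.53 TPM in Myc_WT_ and at 16.6, 23.4, 1.64 and 3.58 TPM in Myc_VD_. The sign of its difference rested on Myc_VD_ mice 5 and 6, being -0.02 without mouse 5 and -0.18 without mouse 6. The adjusted p from limma was 0.766 for Bcl11a, 0.712 for Rela and 0.819 for Mafk. Relative to all genes tested, Myh9 was higher by 0.67, Bcl11a by 0.43, Rela by 0.56 and Mafk by 0.64.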

Genes involved in gene expression included *Myh9*, which regulates BCR-mediated antigen acquisition and B cell activation (Hoogeboom et al., 2018); and multiple transcription factors, including *Bcl11a*, which is essential for B cell development and repressed by BLIMP1 during PC differentiation (Minnich et al., 2016; Yu et al., 2012); *Rela*, which was shown to be required for GC-derived PC formation and more recently also for MBC differentiation (Heise et al., 2014; Koike et al., 2019); and *Mafk*, which encodes for the transcription factor MAFK with which BACH2 heterodimerizes to bind target genes in B cells (Huang et al., 2014; Oyake et al., 1996). 

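As a set, the 60 MIZ1 target genes bound by MYC were higher in LZ B cells of Myc_VD_ than in those of Myc_WT_ (fry, two-sided p = 0.0115; with camera and an estimated correlation between genes, p = 0.00199). With each mouse left out in turn, the p from fry lay between 0.00451 and 0.0336. Random lists of 60 genes matched on mean expression had a median log2 difference of -0.32, with 95% of 10000 lists between -0.46 and -0.19, and none of them reached the median of the listed genes. The normalized enrichment score of the list was 12.9 in fgsea run on limma's moderated statistic with a one-sided score, and its p of 0.0002 was the smallest that 10000 permutations can give. The paper chose these 60 genes as higher in Myc_VD_ on these same libraries, so the set tests, the random lists and the score restate that choice and are not independent evidence. The full set of genes that MIZ1 and MYC bind by ChIP-seq was not used here.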

In summary, we found increased expression of multiple MIZ1 target genes in the absence of MYC–MIZ1 complexes. These data, together with the described expression pattern of MYC and MIZ1 (Fig. 1), supported a role for MYC–MIZ1 complexes in LZ MYC^+^ cells.

### MYC–MIZ1 complexes are required for cell cycle entry of LZ B cells

We next tested whether MYC–MIZ1 complexes have a role in the GC reaction at the cell population level. Myc_VD_ had smaller spleens compared with Myc_WT_; however, the proportion of mature B cells was identical between genotypes (Fig. S1 F). 10 d after SRBC immunization, we observed a significant reduction in the fraction and number of GC B cells in Myc_VD_ compared with Myc_WT_ (Fig. 3, A and B). Histological analysis showed a significant reduction in the size of GC clusters in Myc_VD_ compared with Myc_WT_ (Fig. 3, C and D). However, the number of GC foci was identical between genotypes (Fig. 3 D). We also observed a small but significant increase in the LZ/DZ proportion in Myc_VD_ compared with Myc_WT_ (Fig. 3, E and F), whereas the proportion of IgG1- and IgM-expressing GC B cells was similar between genotypes (Fig. S1 F). These data showed that MYC–MIZ1 complexes were required for GC expansion, but not GC formation. In agreement, analysis of an earlier time-point after SRBC immunization (day 5), when GC clusters are formed but before massive expansion (Calado et al., 2012), Myc_VD_ and Myc_WT_ displayed a similar fraction of GC B cells (Fig. 3 G). In accordance with the knowledge that LZ MYC^+^ cells contain PC precursors we found a reduced fraction and number of PCs in Myc_VD_, which was proportional to the reduction observed for GC B cells (Fig. S1, G–I). These phenotypes did not seem to arise because of impaired T cell help. First, MYC expression levels, which are in part regulated by CD40 signaling (Luo et al., 2018), were similar between genotypes (Fig. 2, B–D). Second, the number of PD1^high^ CXCR5^high^ CD4^+^ T cells, which mostly represents GC T FO helper cells (Tfh cells), was proportional to that of GC B cells in Myc_VD_ and Myc_WT_ (Fig. S1, J and K). And third, genes up-regulated by CD40 signaling were found to be enriched in the Myc_VD_ LZ GEP compared with Myc_WT_ (Fig. S1 L).

**Figure 3.**
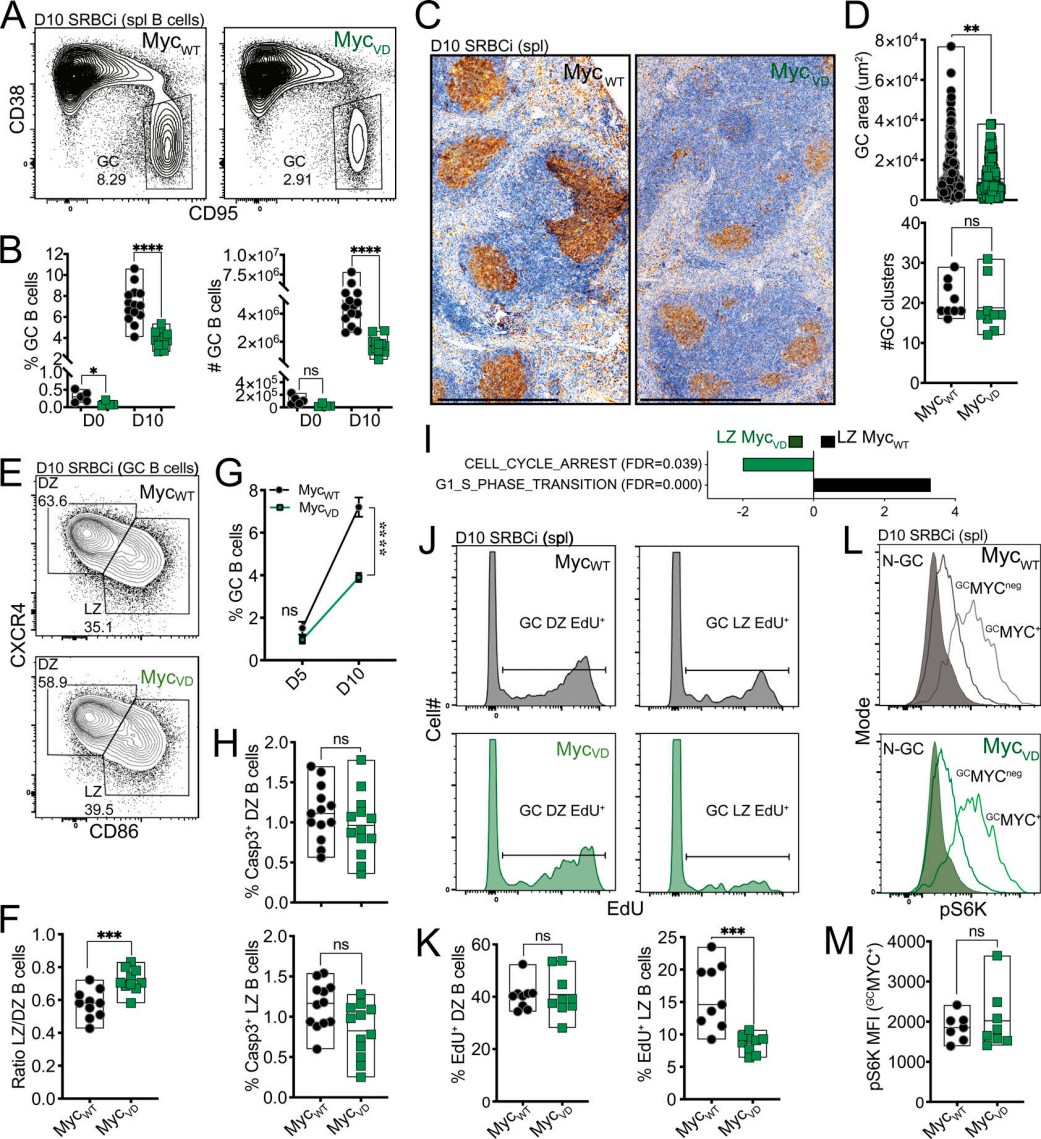
**MYC–MIZ1 complexes are required for cell cycle entry of LZ B cells.** **(A)** Representative flow cytometry of splenic GC B cells of Myc_WT_ and Myc_VD_ at day 10 after SRBC immunization (SRBCi). spl, spleen. **(B)** Cumulative data of Myc_WT_ and Myc_VD_ analyzed as in A before (day 0) and at day 10 after SRBC immunization. Left: Fraction of GC B cells within B cells. Right: Absolute cell number of GC B cells. **(C)** Representative histology of Myc_WT_ and Myc_VD_ at day 10 after SRBC immunization. PNA is used as GC marker, counterstained with hematoxylin. Scale bars, 500 µm. spl, spleen. **(D)** Top: Cumulative data of the area of each GC of Myc_WT_ and Myc_VD_, analyzed as in C. Bottom: Number of GC foci per spleen section analyzed as in C. **(E)** Representative flow cytometry of splenic DZ and LZ distribution within GC B cells at day 10 after SRBC immunization. **(F)** Cumulative data analyzed as in E and presented as LZ/DZ ratio. **(G)** Kinetics of the GC reaction and cumulative data of FACS analyses of splenic GC B cells of Myc_WT_ and Myc_VD_ at day 5 and day 10 after SRBC immunization, gated as in A. **(H)** Cumulative data of active caspase 3^+^ GC B cells within DZ (top) or LZ (bottom) of Myc_WT_ and Myc_VD_ at day 10 after SRBC immunization. **(I)** Bar graph displaying GSEA of gene signature “CELL_CYCLE_ARREST” and “G1_S_PHASE_TRANSITION” enrichment in the GEP of LZ B cells of Myc_WT_ and Myc_VD_. FDR, false discovery rate; NES, normalized enrichment score. **(J)** Flow cytometry of Myc_WT_ and Myc_VD_ at day 10 after SRBC immunization for the analysis of EdU incorporation in the DZ (left) and LZ (right). **(K)** Cumulative data for EdU incorporation in DZ (left) and LZ (right). Analyzed as in J. **(L)** Intracellular staining for phospho-S6 kinase (pS6K) in splenic non-GC (N-GC) B cells and MYC^+^, MYC^neg^ GC B cells (^GC^MYC^+^ and ^GC^MYC^neg^, respectively) of Myc_WT_ and Myc_VD_ at day 10 after SRBC immunization. **(M)** Cumulative data of phospho-S6 kinase mean fluorescence intensity (MFI) in MYC^+^ GC B cells (^GC^MYC^+^) splenic LZ of Myc_WT_ and Myc_VD_, analyzed as in L. Each symbol (B: day 0 Myc_WT_ *n* = 5, Myc_VD_ *n* = 5; day 10 Myc_WT_ *n* = 14, Myc_VD_ *n* = 14; F: Myc_WT_ *n* = 10, Myc_VD_ *n* = 10; H Myc_WT_ *n* = 12, Myc_VD_ *n* = 12; K: Myc_WT_ *n* = 9, Myc_VD_ *n* = 9; M: Myc_WT_ *n* = 7, Myc_VD_ *n* = 7) represents an individual mouse; small horizontal lines show median, minimum, and maximum values. Each symbol represents an individual GC (D) or mean and SEM (G). **, P ≤ 0.01; ***, P ≤ 0.001; ****, P ≤ 0.0001 (unpaired two-tailed Student’s *t* test). Data are representative of two (B: days 0; G: day 5; and M) or three (B: day 10; D, F, H, and K) independent experiments. ns, not significant.

We next tested whether absence of MYC–MIZ1 complexes had an impact on the survival of GC B cells. However, we did not observe statistically significant differences in apoptosis between genotypes, although a trend toward a reduced fraction of active caspase 3^+^ cells was noticeable in the LZ of Myc_VD_ compared with Myc_WT_ (Fig. 3 H). 

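The GO gene sets of Fig. 3 I were not used here, and the genes of S phase and of G2/M that are distributed with the R package Seurat, matched to mouse symbols, were examined in their place. Of 43 S phase genes, 42 were lower and 1 was higher in LZ B cells of Myc_VD_ than in those of Myc_WT_, with a median log2 difference of -0.46, or -0.16 relative to all genes tested. The set was lower by fry (two-sided p = 0.0288), but not by camera with an estimated correlation (p = 0.292), and its enrichment score was -1.62 (p = 0.0036). With TPM rescaled by the median ratio its median was -0.14 and the p from fry 0.111, and under quantile normalization -0.19 and 0.0137. Of 54 G2/M genes, 45 were lower, with a median of -0.29 that lay 0.01 above that of all genes, and fry gave a p of 0.288. With each mouse left out in turn this median ranged from -0.52 (without Myc_WT_ mouse 4) to -0.18 (without Myc_WT_ mouse 3).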

Suggesting an altered cell cycle profile, GSEA of the GO term “CELL_CYCLE_ARREST” gene signature revealed a significant enrichment in the Myc_VD_ LZ GEP compared with Myc_WT_, whereas, in contrast, the GO term “G1-S_PHASE_TRANSITION” gene signature was enriched in Myc_WT_ LZ GEP compared with Myc_VD_ (Fig. 3 I). To determine whether the activity of MYC–MIZ1 complexes was required for the cell cycle of GC B cells, we performed 5-ethynyl-2′-deoxyuridine (EdU) pulse experiments. We found impaired cell cycle engagement of Myc_VD_ LZ B cells compared with Myc_WT_, whereas the fraction of DZ B cells engaged in cell cycle was identical between genotypes (Fig. 3, J and K). The cell cycle defect was not due to altered mTORC1 activity (Ersching et al., 2017), as LZ MYC^+^ cells of Myc_VD_ and Myc_WT_ displayed similar levels of phospho-S6 kinase (Fig. 3, L and M). 

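Fig. S2 A plots 3 Myc_WT_ and 4 Myc_VD_ mice, and the paper does not name the Myc_WT_ mice plotted, so the values of all 4 are given. Ccnd2 (ENSMUSG00000000184, chromosome 6, 127125162 to 127152193) was at 2.90, 4.58, 9.05 and 6.42 TPM in Myc_WT_ LZ B cells and at 5.90, 3.17, 5.71 and 10.04 TPM in Myc_VD_ LZ B cells. The means, 5.74 ± 2.64 and 6.21 ± 2.84 TPM (SD, n = 4 each), differed by less than the SD (log2 difference 0.10, standard error 0.41, adjusted p = 0.924 from limma; exact permutation p = 0.8). Ccnd3 (ENSMUSG00000034165, chromosome 17, 47505051 to 47599691) was at 159.9, 99.24, 136.11 and 78.93 TPM in Myc_WT_ and at 119.97, 149.7, 107.33 and 84.81 TPM in Myc_VD_. Its log2 difference was -0.02 (standard error 0.26, adjusted p = 0.984 from limma; exact permutation p = 1) and changed sign under several scalings, with 0.33 after rescaling by the median ratio. Left out in turn, Myc_WT_ mouse 1 reversed the sign of either gene, to -0.14 for Ccnd2 and 0.15 for Ccnd3.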

We also did not observe altered expression of cyclin genes *Ccnd2* (a target of MYC; Bouchard et al., 1999; Calado et al., 2012) and *Ccnd3* in the absence of MYC–MIZ1 complexes (Cato et al., 2011; Peled et al., 2010; Fig. S2 A). 

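Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727) was at 9.23, 5.60, 9.39 and 4.72 TPM in the 4 Myc_WT_ LZ libraries. In the 4 Myc_VD_ libraries it was at 13.01, 0, 8.38 and 1.35 TPM, so that the Myc_VD_ mice lay on both sides of the Myc_WT_ mice. Its log2 difference was -0.92 (standard error 0.72, adjusted p = 0.539 from limma; exact permutation p = 0.371). Cdkn2a (ENSMUSG00000044303, chromosome 4, 89274471 to 89294653) and Cdkn2b (ENSMUSG00000073802, chromosome 4, 89306299 to 89311039) had a mean under 1 TPM over these libraries and were not tested with limma. Cdkn2a was at 0.37 TPM in Myc_WT_ mouse 1 and 0.20 TPM in Myc_VD_ mouse 8 and listed at 0 in the other 6 libraries. Cdkn2b was at 3.34, 0.30, 0.66 and 0.34 TPM in Myc_WT_, and at 0.65 TPM in Myc_VD_ mouse 7 with the other Myc_VD_ libraries listed at 0 (exact permutation p = 0.0857). For Cdkn2a and Cdkn2b a difference between the genotypes was not detected, and at values this low one is not excluded. Fig. S2 B plots 3 of the Myc_WT_ mice.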

Notably, the expression of the MIZ1 target genes *Cdkn1a*, *Cdkn2a*, and *Cdkn2b*, known to be repressed by MYC–MIZ1 complexes in cancer cells (Walz et al., 2014), were also similar between the LZ of Myc_VD_ and Myc_WT_ (Fig. S2 B). In agreement, ablation of *Cdkn1a* was insufficient to rescue the Myc_VD_ phenotype (Fig. 4, A–D), including the cell cycle defect of LZ B cells (Fig. 4 E). 

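In LZ B cells Cdkn1b (ENSMUSG00000003031, chromosome 6, 134920401 to 134925513) was at 4.26, 4.70, 3.92 and 4.78 TPM in the 4 Myc_WT_ mice, of which Fig. S2 C plots 3, and at 5.34, 18.63, 5.33 and 5.87 TPM in the 4 Myc_VD_ mice. All Myc_VD_ mice were above all Myc_WT_ mice (exact permutation test, two-sided p = 0.0286, the smallest that 4 mice against 4 allow). By chance, 2.86% of genes separate the genotypes in this way. The log2 difference was 0.67 (standard error 0.41, adjusted p = 0.43 from limma over all genes tested). Without Myc_VD_ mouse 6, whose value lay far from those of the other 3, the difference was 0.27.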

The expression of *Cdkn1b* was, however, increased in the LZ of Myc_VD_ compared with that of Myc_WT_ (Fig. S2 C), but neither we (Fig. S1 E) nor others (Walz et al., 2014) identified *Cdkn1b* as a direct MIZ1 target.

**Figure S2.**
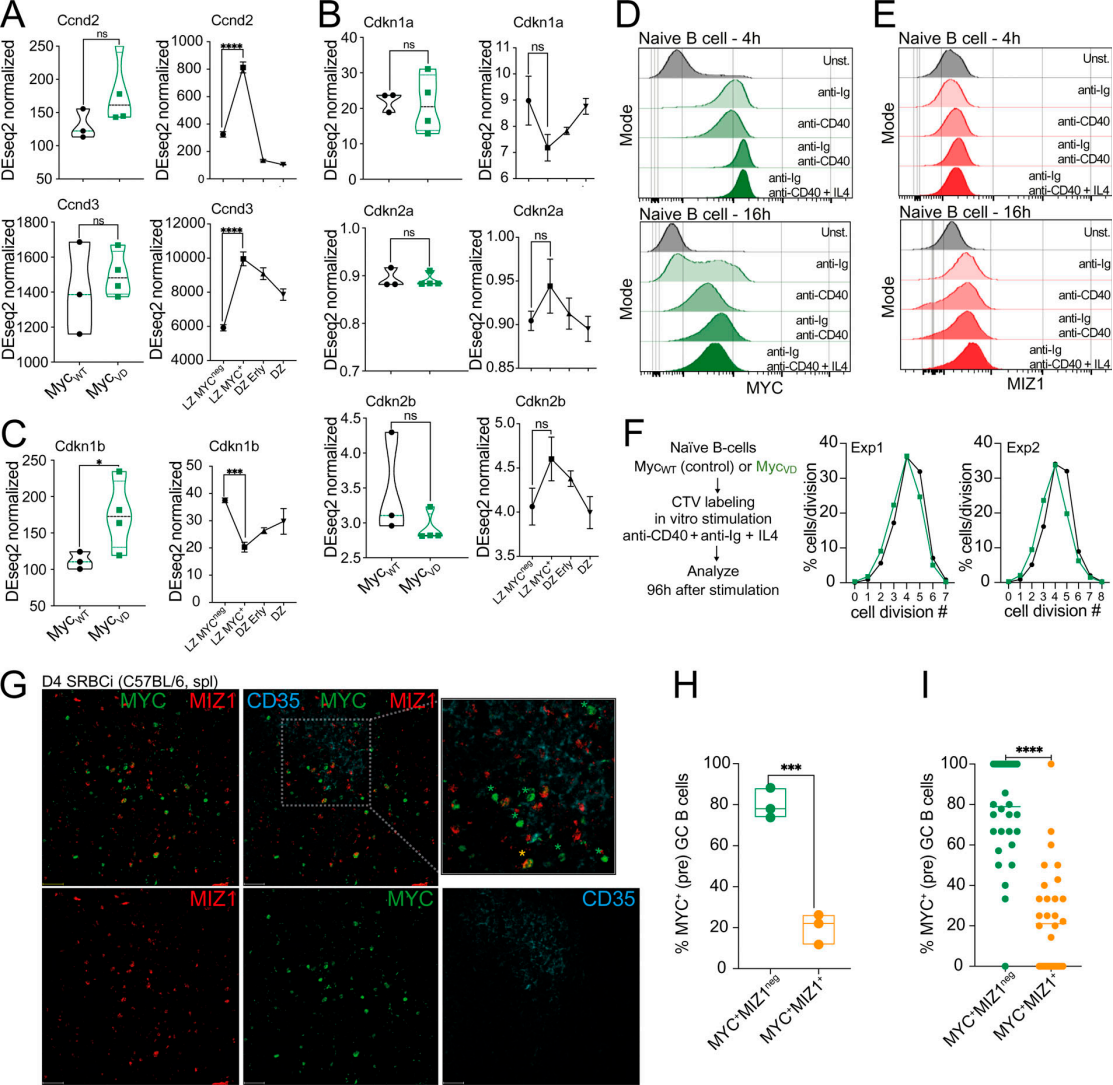
**Cell cycle genes and proliferation in the absence of MYC–MIZ1 complexes. (A)** Left: RNA expression of *Ccnd2* (top) and *Ccnd3* (bottom) derived from RNA-seq analysis of FACS purified Myc_VD_ and Myc_WT_ LZ B cells at day 10 after SRBC immunization. Right: RNA expression of *Ccnd2* (top) and *Ccnd3* (bottom) in wild-type mice. DZ, DZ cells negative for Ap4; DZ Erly, DZ cells positive for Ap4; LZ MYC^neg^, LZ cells negative for MYC and AP4; LZ MYC^+^, LZ cells positive for MYC and AP4 (Chou et al., 2016). **(B)** Left: RNA expression of CDK inhibitor genes *Cdkn1a* (top), *Cdkn2a* (middle), and *Cdkn2b* (bottom) derived as in A. Right: RNA expression of CDK inhibitor genes *Cdkn1a* (top), *Cdkn2a* (middle), and *Cdkn2b* (bottom) in wild-type mice as described in A. **(C)** Left: RNA expression of *Cdkn1b* (top) derived as in A. Right: RNA expression of *Cdkn1b* (top) in wild-type mice as described in A. **(D)** Representative flow cytometry of intracellular staining for MYC in splenic naive B cells of wild-type mice after 4 h (top) and 16 h (bottom) in vitro in media (Unst.) and in media with the presence of anti-Ig (anti-IgM + anti-IgG), anti-CD40, anti-Ig + anti-CD40, and anti-Ig + anti-CD40 + IL4. **(E)** Representative flow cytometry of intracellular staining for MIZ1 as in D. **(F)** Analysis of CellTrace Violet (CTV) dilution as a proxy of cell division of Myc_WT_ and Myc_VD_ naive B cells cultured for 96 h in vitro in media in the presence of anti-Ig + anti-CD40 + IL4. Two of three experiments are shown. **(G)** Representative confocal immunofluorescence of an FDC area at day 4 after SRBC immunization (SRBCi) in a wild-type C57BL/6 mouse (MIZ1, red; MYC, green; and FDC/CD35, cyan). White lines delineate the center of the FDC area. Scale bar, 20 µm. Green stars identify MYC^+^MIZ1^neg^ cells and orange start identifies a MIZ1^+^MYC^+^ cell. **(H)** Quantification of the fraction of MYC single positive (MYC^+^MIZ1^neg^) and MYC, MIZ1 double positive (MIZ1^+^MYC^+^) cells within MYC positive (pre) GC B cells in FDC areas of spleen of C57BL/6 mice at day 4 after SRBC immunization (D4 SRBCi). Each dot represents a mouse. **(I)** Analysis as in G. Each dot represents an FDC area. Each symbol (A–C: Myc_WT_ *n* = 3, Myc_VD_ *n* = 4) represents an individual mouse; small horizontal lines show median, minimum, and maximum values. **(A–C)** ***, P ≤ 0.001; ****, P ≤ 0.0001 (DEseq2). **(H and I)** *, P ≤ 0.05; ***, P ≤ 0.001; ****, P ≤ 0.0001 (unpaired two-tailed Student’s *t* test). Data are representative of two (D and E) and three (F, H, and I) independent experiments. ns, not significant.

**Figure 4.**
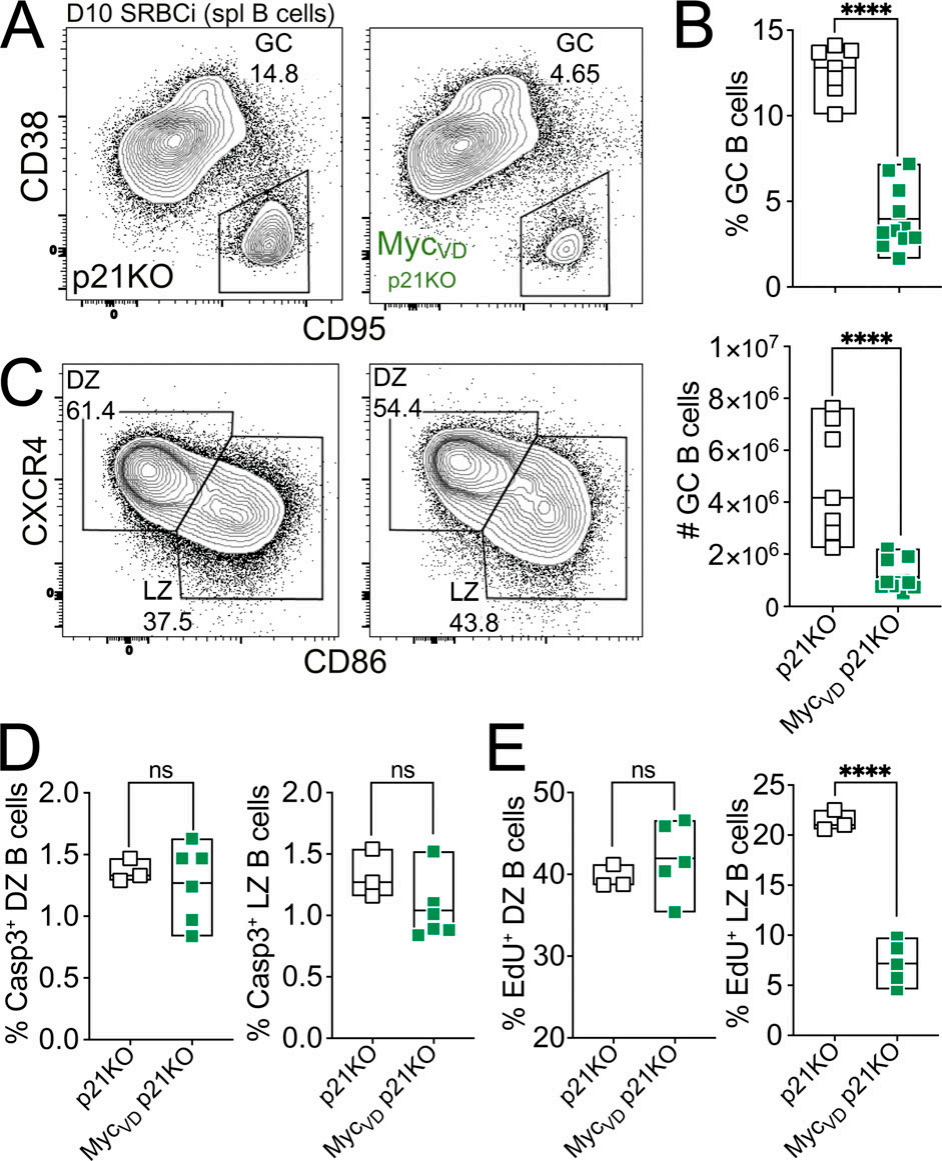
***Cdkn1a* ablation does not rescue cell cycle entry of LZ B cells in the absence of MYC–MIZ1 complexes. (A)** Representative flow cytometry of splenic GC B cells of p21KO (*Cdkn1a* KO) and Myc_VD_ p21KO mice at day 10 after SRBC immunization (SRBCi). spl, spleen. **(B)** Cumulative data of the fraction (top) and absolute cell number (bottom) of splenic GC B cells of p21KO and Myc_VD_ p21KO. Analyzed as in A. **(C)** Representative flow cytometry of splenic DZ and LZ B cells of p21KO and of Myc_VD_ p21KO at day 10 after SRBC immunization. **(D)** Cumulative data of active caspase 3^+^ splenic GC B cells in DZ (left) and LZ (right) of p21KO and Myc_VD_ p21KO at day 10 after SRBC immunization. **(E)** Cumulative data for EdU incorporation in DZ (left) and LZ (right) of p21KO and Myc_VD_ p21KO at day 10 after SRBC immunization. Each symbol (B: p21KO *n* = 7, Myc_VD_ p21KO *n* = 11; D: p21KO *n* = 3, Myc_VD_ p21KO *n* = 6; and E: p21KO *n* = 3, Myc_VD_ p21KO *n* = 5) represents an individual mouse; small horizontal lines show median, minimum, and maximum values. ****, P ≤ 0.0001 (unpaired two-tailed Student’s *t* test). Data are representative of two (B, D, and H) independent experiments. ns, not significant.

We next asked if the absence of MYC–MIZ1 complexes similarly altered the cell cycle of non-GC B cells in vitro. We first tested whether stimulation of naive B cells, including BCR and CD40 coengagement, induced MIZ1. Whereas MYC expression was already increased at 4 h after stimuli (Luo et al., 2018), MIZ1 expression was only increased after 16 h (Fig. S2, D and E). The absence of MYC–MIZ1 complexes did not significantly impact cell proliferation of in vitro–activated naive cells (Fig. S2 F). We next determined the expression of MYC and MIZ1 at the very early stages of the (pre-)GC reaction. Contrary to positively selected B cells in mature GCs, coexpression of MYC and MIZ1 was seldom observed in (pre-)GC B cells (Fig. S2, G–I). Overall these data indicated that the requirements for MIZ1 induction varied according to B cell stage and that MYC–MIZ1 complexes played a function in GC B cell expansion rather than formation. Specifically, in LZ MYC^+^ cells the absence of MYC–MIZ1 complexes dissociated MYC expression from cell cycle engagement.

### MIZ1 target genes are enriched in MBCs

The impaired cell cycle engagement of LZ MYC^+^ cells of Myc_VD_ and the knowledge that MBC precursors are found within quiescent LZ B cells (Laidlaw et al., 2017; Suan et al., 2017; Wang et al., 2017) led us to investigated if the LZ Myc_VD_ GEP displayed a shift toward that of MBCs. We first generated an MBC GEP by performing RNA-seq of FACS-purified MBCs from day 10 SRBC-immunized wild-type mice. 

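MBCs (CD138neg B220+ AA4.1neg CD38+ IgDneg CD273+, among the markers used) were sorted from the spleens of 3 mice, Myc_WT_ mice 1, 3 and 4, whose LZ B cells were also sequenced. Values are TPM made by the authors in the same way and in the same table as those of LZ B cells. Between 11527 and 16040 genes (median 12983) were above 0 in an MBC library, and ribosomal RNA took 36.1 to 37.5% of TPM. Of the genes with a mean of at least 10 TPM in LZ B cells, 253, 421 and 57 were listed at 0 in the MBC libraries of mice 1, 3 and 4. The MBC libraries correlated with each other across genes with r from 0.655 to 0.753, less than LZ libraries did, so that the replicate error is larger for MBCs. MBC library 4 correlated more with the Myc_WT_ LZ libraries (r from 0.822 to 0.840) than with MBC libraries 1 (0.753) and 3 (0.739). MBC libraries 1 and 3 correlated with the Myc_WT_ LZ libraries with r from 0.67 to 0.68. MBC libraries were compared with all 4 Myc_WT_ LZ libraries without a term for the mouse, as the paper's methods name none. With 3 libraries against 4, the smallest p of an exact permutation test is 0.0286, and 5.71% of genes separate the groups by chance.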

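Of 13245 genes tested with limma, 552 were higher and 667 lower in MBCs than in LZ B cells at an adjusted p under 0.05, and 1492 were higher and 2095 lower at an unadjusted p under 0.05. The median log2 difference of all genes was -0.14. With the mouse as a replicate block, which keeps only the 3 mice with both libraries, 130 genes were higher and 118 lower. Leaving out Myc_WT_ LZ library 2 took the counts to 205 higher and 137 lower, and leaving out MBC library 4 to 924 higher and 1830 lower. Of genes encoding proteins used in the sorting, Cd38 (chromosome 5, 43868553 to 43912375) rose from 13.4 ± 1.44 TPM (SD, n = 4) in LZ B cells to 238 ± 37.9 TPM (SD, n = 3) in MBCs (adjusted p = 0.00027 from limma), and Pdcd1lg2, which encodes CD273, from 3.42 ± 1.35 to 47.9 ± 27.1 TPM (adjusted p = 0.00563 from limma). Fas was lower, with a log2 difference of -1.43 and an adjusted p of 0.145 from limma, whereas Ighd was higher by 1.93. The paper's methods give the sorted MBCs as IgDneg for the RNA and as IgDlow for flow cytometry. As a share of the TPM of IgH constant genes, Ighd overlapped between MBCs and Myc_WT_ LZ B cells. Ccr6, which was not used in the sorting, was higher by 5.01. Among the largest increases with no overlap between the groups were those of Igha (log2 difference 6.57), Gm26447 (6.41, listed at 0 in the Myc_WT_ LZ libraries but not in 3 of the 4 Myc_VD_ LZ libraries), Rin3 (6.31) and Pml (5.97). The largest decreases were those of histone genes, namely Hist1h2ai (-7.32, listed at 0 in MBCs), Hist1h2ap (-6.08), Hist1h3b (-5.96) and Hist1h1a (-5.72), and of ENSMUSG00000064168 (-5.97). Histone genes share near-identical copies, among which the authors' quantification could split reads.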

Using these data, we generated signatures of genes up-regulated (*MBC* vs. *LZ UP*) or down-regulated (*MBC* vs. *LZ DOWN*) in MBCs compared with LZ B cells. We found that the LZ Myc_VD_ GEP was significantly enriched for the “*MBC* vs. *LZ UP*” gene signature, whereas the LZ Myc_WT_ GEP was significantly enriched for the “*MBC* vs. *LZ DOWN*” gene signature (Fig. 5 A). 

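Of the genes higher in MBCs, 495 were tested in LZ B cells of Myc_VD_ and Myc_WT_, and of the genes lower in MBCs, 667. For the genes higher in MBCs, the normalized enrichment score in Myc_VD_ was 6.62, and for the genes lower in MBCs it was -1.77, the negative sign standing for enrichment in Myc_WT_; both had a p of 0.0002, the smallest that 10000 permutations allow. With each library left out in turn the first score ranged from 4.96 (without Myc_VD_ mouse 7) to 10.0 (without Myc_WT_ mouse 4). In TPM as deposited, 222 of the 495 genes were higher in Myc_VD_, with a median log2 difference of -0.04, and 365 lay above the median of all genes, which put the set 0.27 above it. The rotation test fry, which asks for a difference from 0 and not from other genes, gave a p of 0.565 for this set. Under rescaling by the median ratio its median was 0.27 and the p from fry 0.000579. Of the genes lower in MBCs, 561 of 667 were lower in Myc_VD_, with a median of -0.56, 0.25 under that of all genes, and a p from fry of 0.0157. Camera with an estimated correlation gave p = 0.112 for the first set and 0.271 for the second. Both comparisons use the same Myc_WT_ LZ libraries. In 100 simulated draws of an unchanged group against these controls the score of the first set reached 3.51 at most, and that of the second was -1.77 at the lowest, just above the observed score. These draws carried the shift of all genes, and each made the signatures anew, so that their sizes differed from the observed ones. With TPM rescaled by the median ratio the first score was 3.22, and 1 of 100 draws without that shift was as high, up to 3.41. The second score was -2.65 there, and 3 of 100 such draws were as low. With 2 Myc_WT_ mice used for the signature and the other 2 as controls, over the 6 ways to divide them, the scores had medians of 3.47 and -1.16, and ranged from 2.40 to 5.01 and from -1.60 to 5.10. The signatures so made held only 12 to 35 genes higher and 2 to 9 genes lower in MBCs. Across 12328 genes the log2 differences of Myc_VD_ and of MBCs from Myc_WT_ LZ B cells correlated with r = 0.30 (rho = 0.31), where the simulated draws had a median of 0.11; genes are not independent replicates. From the enrichments, and from further signatures not analysed here, the paper concludes that part of the change in the LZ GEP is an enrichment of genes expressed in MBCs.

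**Figure D2:**
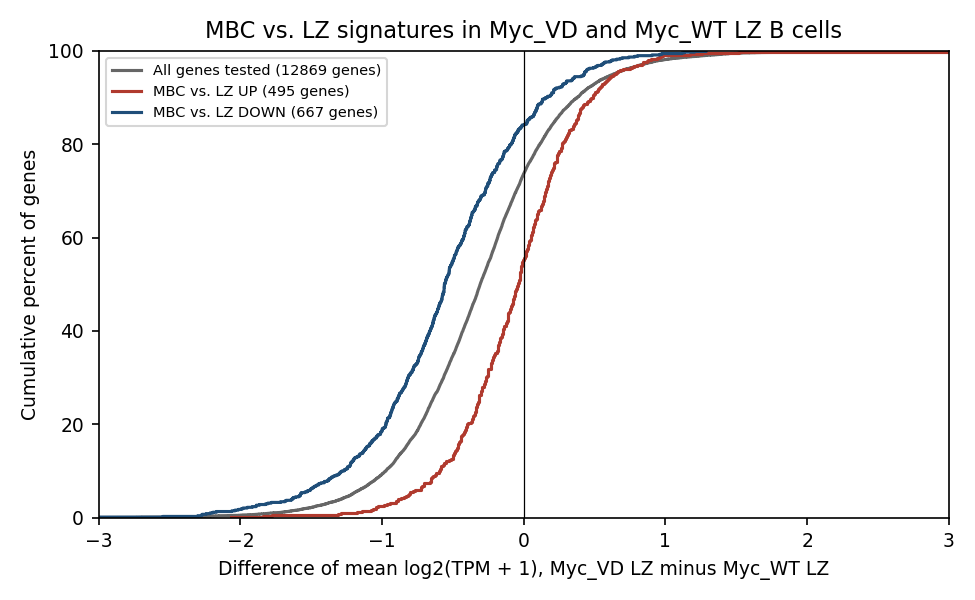
Cumulative percent of genes (y axis) by their difference of mean log2(TPM + 1) between Myc_VD_ and Myc_WT_ LZ B cells (x axis), for all 12869 genes tested (grey), the 495 genes higher in MBCs (red) and the 667 genes lower in MBCs (blue). The curve of the genes higher in MBCs lies right of that of all genes over most of its length, and that of the genes lower in MBCs left of it, while the vertical line marks 0.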

To investigate whether this enrichment was the consequence of decreased cell cycle activity in the Myc_VD_ LZ we performed RNA-seq of FACS-purified FO B cells, known to be quiescent, and generated signatures of genes up-regulated (*MBC* vs. *FO UP*) or down-regulated (*MBC* vs. *FO DOWN*) in MBCs compared FO B cells. Similar to the previous analysis, we found that the Myc_VD_ LZ GEP was significantly enriched for the “*MBC* vs. *FO UP*” gene signature, whereas the LZ Myc_WT_ GEP was significantly enriched for the “*MBC* vs. *FO DOWN*” gene signature (Fig. 5 A). Identical results were observed when analyzing “MBC vs. FO” signatures using GEP datasets generated by others (Fig. S3 A), in agreement with the significant overlap between the MBC GEP generated in this work and that of others (Fig. S3 B; Kaji et al., 2012; Weisel et al., 2016). We also found a significant enrichment in the Myc_VD_ LZ GEP for genes up-regulated in MBC vs. GC B cells of human origin (human MBC vs. GC_UP), whereas the Myc_WT_ LZ GEP was enriched for genes down-regulated in MBC vs. GC B cells (human MBC vs. GC_DOWN; Fig. 5 B; Luckey et al., 2006). To further validate our analysis, we used a publicly available RNA-seq dataset comparing LZ B cells expressing high *Bach2* levels (LZ Bach2^hi^) that are enriched for MBC precursors and LZ B cells expressing low *Bach2* levels (LZ Bach2^low^) that are enriched for cells fated for GC expansion and PC differentiation (Shinnakasu et al., 2016). We found that the Myc_WT_ LZ GEP was significantly enriched for the gene signature “*LZ Bach2^hi^* vs. *LZ Bach2^low^ DOWN*” that is associated with GC expansion and PC fates (Fig. 5 A). In contrast, Myc_VD_ LZ GEP was significantly enriched for the gene signature “*LZ Bach2^hi^* vs. *LZ Bach2^low^ UP*” that is associated with MBC precursors (Fig. 5 A). In agreement with *Bach2* levels being down-regulated by T cell help (Shinnakasu et al., 2016), we found that the expression of *Bach2* was significantly reduced in LZ MYC^+^ compared with LZ MYC^neg^ cell subsets of wild-type mice (Fig. S3 C). However, *Bach2* levels were not different between LZ B cells of Myc_VD_ and Myc_WT_ (Fig. S3 D), further suggesting that CD40 signaling is not impaired in Myc_VD_ compared with Myc_WT_. 

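Bach2 (ENSMUSG00000040270, chromosome 4, 32238804 to 32586108) was at 206.01, 170.98, 174.4 and 151.76 TPM in LZ B cells of the 4 Myc_WT_ mice and at 161.03, 106.67, 191.36 and 161.44 TPM in those of the 4 Myc_VD_ mice. The paper plots 3 of the Myc_WT_ mice. The means were 176 ± 22.5 and 155 ± 35.3 TPM (SD, n = 4 each), with a log2 difference of -0.20 (standard error 0.22, adjusted p = 0.656 from limma; exact permutation p = 0.4), within the spread between mice. Relative to all genes tested Bach2 was 0.11 higher, and after rescaling by the median ratio its difference was 0.14.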

Overall, these analyses indicate that the absence of MYC–MIZ1 complexes in LZ MYC^+^ cells altered the GEP of LZ B cells in part through the enrichment of genes expressed in MBCs.

**Figure 5.**
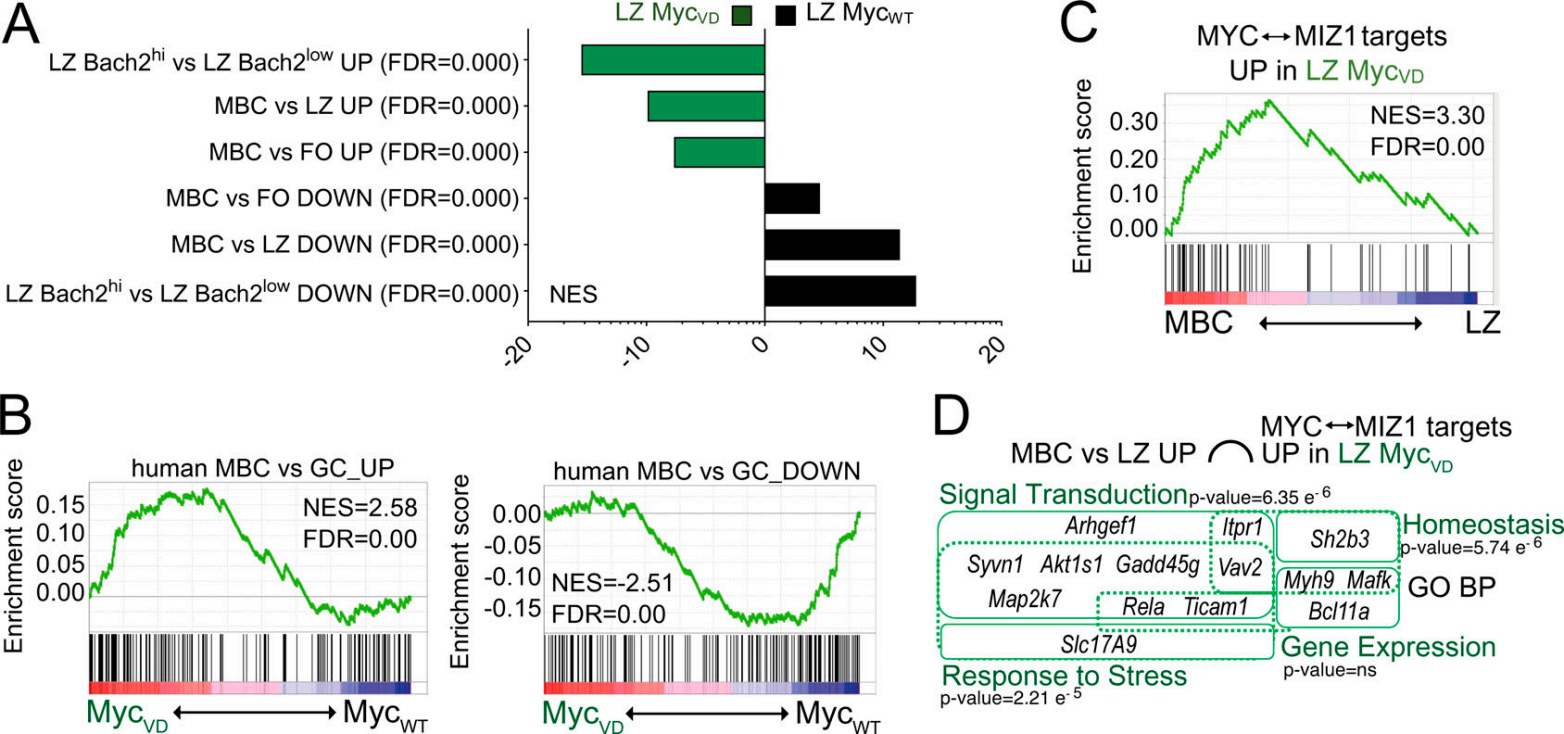
**MIZ1 target genes are enriched in MBCs. (A)** Bar graph displaying GSEA of gene signature “LZ Bach2^hi^ vs. LZ Bach2^low^ UP” and “LZ Bach2^hi^ vs. LZ Bach2^low^ DOWN”; “MBC vs. LZ UP” and “MBC vs. LZ DOWN”; “MBC vs. FO UP” and “MBC vs. FO DOWN” enrichment in the GEP of LZ B cells of Myc_WT_ and Myc_VD_. FDR, false discovery rate; NES, normalized enrichment score. **(B)** GSEA of GEP of LZ B cells of Myc_WT_ and Myc_VD_ for “(human) MBC vs. GC_UP” gene signature (left) and “(human) MBC vs. GC_DOWN” (right). **(C)** GSEA of GEP of MBC and LZ B cells using a gene signature composed of genes bound in their promoters by MIZ1 and MYC “MIZ1↔MYC” and up-regulated in LZ B cells of Myc_VD_ compared with that of Myc_WT_, as determined by ChIP-seq in mouse B cells. **(D)** Graphical representation of enrichment of GO biological processes (GO_BP) within up-regulated genes in LZ B cells of Myc_VD_ compared with Myc_WT_ that are targets of MIZ1 bound by MYC and enriched in MBCs.

**Figure S3.**
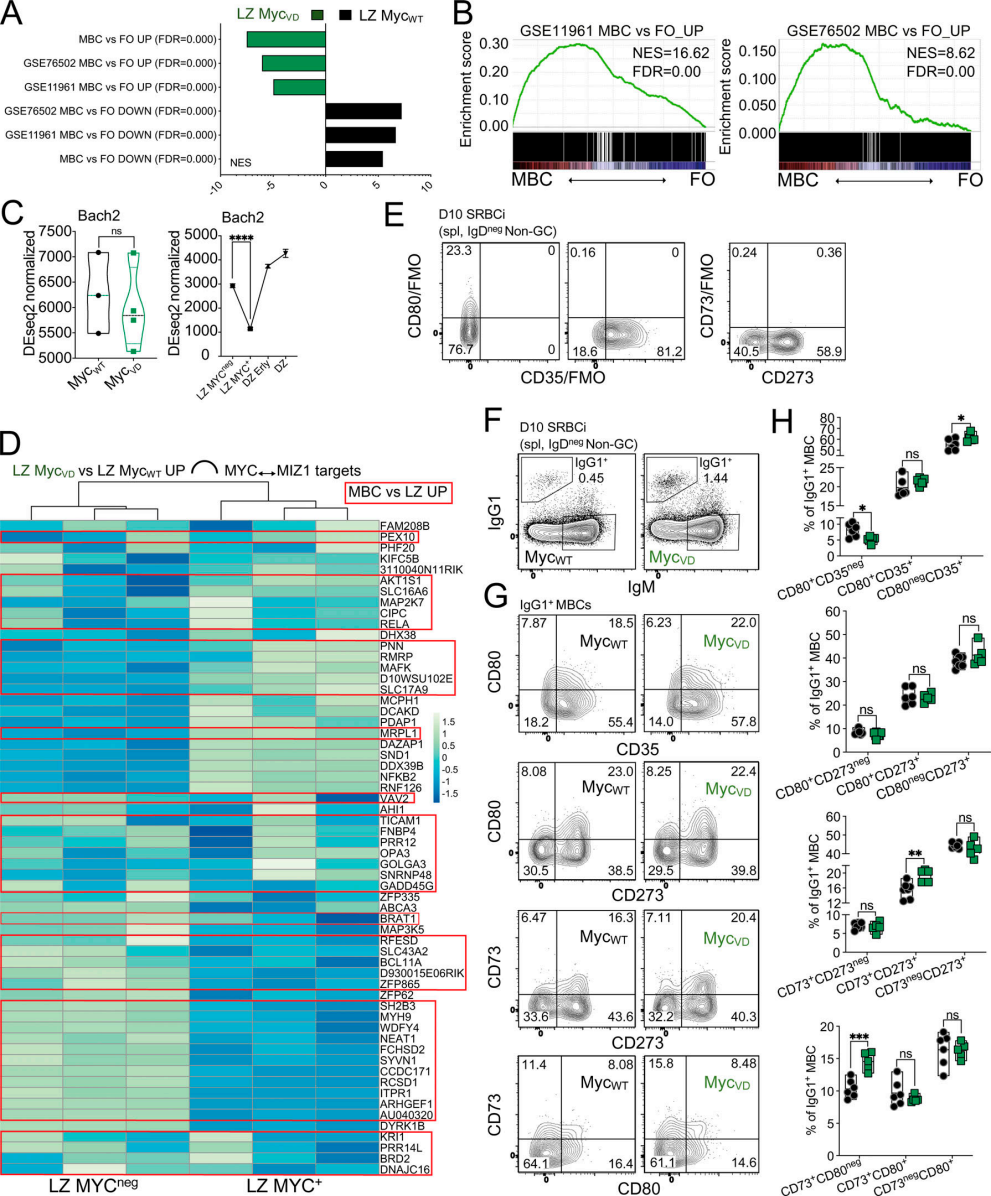
**MBC-associated genes and populations in mice lacking MYC–MIZ1 complexes. (A)** Bar graph displaying GSEA of GEP of LZ B cells of Myc_WT_ and Myc_VD_ for gene signature “MBC vs. FO UP”; “GSE76502 MBC vs. FO UP”; “GSE11961 MBC vs. FO UP”; “MBC vs. FO DOWN”; “GSE76502 MBC vs. FO DOWN”; “GSE11961 MBC vs. FO DOWN”. FDR, false discovery rate; NES, normalized enrichment score. **(B)** Left: GSEA of GEP of MBC and FO of this work for “GSE11961 MBC vs. FO_UP” gene signature. Right: GSEA of GEP of MBC and FO for “GSE76502 MBC vs. FO_UP” gene signature. **(C)** Left: RNA expression of *Bach2* in Myc_VD_ LZ B cells compared with Myc_WT_ LZ B cells, derived from RNA-seq analysis of FACS-purified cells at day 10 after SRBC immunization. Right: RNA expression of *Bach2*. DZ, DZ cells negative for AP4; DZ Erly, DZ cells positive for AP4; LZ MYC^neg^, LZ cells negative for both MYC and AP4; LZ MYC^+^, LZ cells positive for both MYC and AP4 (Chou et al., 2016). **(D)** Heatmap representation of RNA expression in LZ MYC^neg^ and LZ MYC^+^ for genes bound in their promoters by MIZ1 and MYC “MIZ1↔MYC” as determined by ChIP-seq in mouse B cells. Genes found significantly up-regulated in MBC vs. LZ B cells are presented within a red box. **(E)** Representative flow cytometry using Fluorescence Minus One (FMO) controls for CD35 (left), CD80 (middle), and CD73 (right). **(F)** Representative flow cytometry gating strategy for splenic IgG1^+^ MBCs of Myc_WT_ and Myc_VD_ at day 10 after SRBC immunization (SRBCi). spl, spleen. **(G)** Representative flow cytometry for surface marker staining of splenic IgG1^+^ MBCs of Myc_WT_ and Myc_VD_ at day 10 after SRBC immunization (SRBCi). spl, spleen. **(H)** Cumulative data for analysis as in G. Each symbol (C, left: Myc_WT_ *n* = 3, Myc_VD_ *n* = 4; H: Myc_WT_ *n* = 7, Myc_VD_ *n* = 5) represents an individual mouse, (C, left) small horizontal lines show median, minimum, and maximum values; (C, right) mean and SEM. **(C)** ****, P ≤ 0.0001 (DEseq2). **(H)** *, P ≤ 0.05; **, P ≤ 0.01; ***, P ≤ 0.001 (unpaired two-tailed Student’s *t* test). Data are representative of two (H) independent experiments. ns, not significant.

Next, we investigated whether the identified 60 MIZ1 target genes bound by MYC and significantly up-regulated in the LZ of Myc_VD_ compared with that of Myc_WT_ (Fig. 2 G and Fig. S1 E) were enriched in the MBC GEP. 

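Of the 60 MIZ1 target genes bound by MYC, 59 had a mean of at least 1 TPM over the MBC and Myc_WT_ LZ libraries; Kifc5b did not. 37 of the 59 (62.7%) were higher and 22 lower in MBCs, with a median log2 difference of 0.10, or 0.24 relative to all genes tested, and 44 lay above the all-gene median. At an unadjusted p under 0.05, 12 were higher and 4 lower. Of the list, 4 genes were higher at an adjusted p under 0.05, both over all genes tested and adjusted over the list alone. The set was higher by fry (two-sided p = 0.0227) but not by camera with an estimated correlation (p = 0.0941), and with the mouse as a replicate block fry gave p = 0.306. Left out in turn, 5 of the 7 libraries took the p from fry to 0.05 or more, up to 0.110 without MBC library 4. The median of the set rose to 0.35 without MBC library 3 and to 0.30 without MBC library 1. The normalized enrichment score was 2.57 (permutation of genes, p = 0.0006). Of the 41 genes boxed in Fig. S3 D, 35 were higher and 6 lower in MBCs by mean log2(TPM + 1). The 6 were Gadd45g (-0.28), Mrpl1 (-0.29), Opa3 (-0.72), Pex10 (-0.02), Slc16a6 (-0.003) and Syvn1 (-0.02). By mean TPM each of these 6 was higher in MBCs, as Opa3 with 17.1 TPM against 13.0 TPM in Myc_WT_ LZ B cells. Some genes not boxed were higher by mean TPM too, as Phf20 with 35.4 against 23.9 TPM. The paper gives the 41 as significantly higher. Here 12 of the 41 had an unadjusted p under 0.05 from limma and 4 an adjusted one. The median of the 41 was 0.53 with a p from fry of 0.000247. Since these 41 were chosen as higher in MBCs on these libraries, that p is not independent evidence. LZ MYC+ and LZ MYCneg cells were not analysed here.

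**Figure D3:**
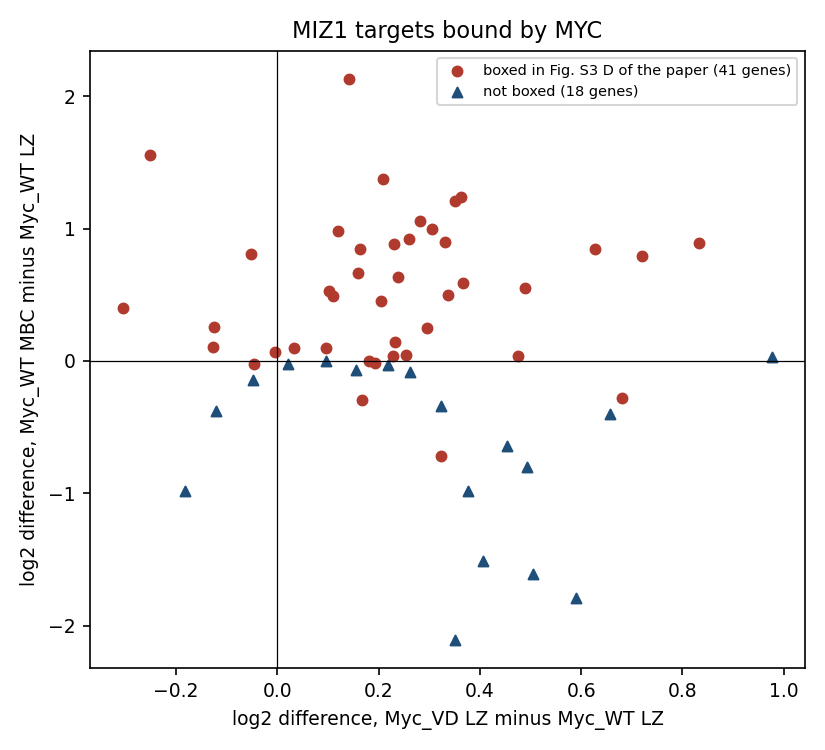
Difference of mean log2(TPM + 1) between MBCs and Myc_WT_ LZ B cells (y axis) against that between Myc_VD_ and Myc_WT_ LZ B cells (x axis) for the 59 MIZ1 targets tested in both, 1 point per gene, with the 41 genes boxed in Fig. S3 D as circles and the other 18 as triangles. 35 of the circles lie above 0 on the y axis.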

41 out of the 60 MIZ1 target genes (68%) had increased expression in MBCs vs. LZ B cells (Fig. 5, C and D), and the majority of these 41 genes (30/41, 73%) had reduced expression in LZ MYC^+^ compared with LZ MYC^neg^ cells (Fig. S3 D). These data reflected the repressive activity of MYC–MIZ1 complexes in LZ MYC^+^ cells and that these complexes directly repressed genes enriched in MBCs.

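The 4 listed genes past the adjusted threshold in MBCs were Itpr1, Bcl11a, Arhgef1 and Myh9. Itpr1 rose to 147 ± 63.3 TPM (SD, n = 3) in MBCs, a log2 difference of 2.13 from Myc_WT_ LZ B cells (standard error 0.35, adjusted p = 0.0093 from limma). Bcl11a rose to 254 ± 37.9 TPM, by 0.98 (adjusted p = 0.0218 from limma), Arhgef1 to 440 ± 163 TPM, by 1.38 (adjusted p = 0.0238 from limma), and Myh9 to 170 ± 39.8 TPM, by 1.24 (adjusted p = 0.0316 from limma). In each of the 4 genes all 3 MBC libraries were above all 4 Myc_WT_ LZ libraries. The list was chosen as higher in Myc_VD_ than in the same Myc_WT_ LZ libraries, so the shared libraries can raise the share of genes higher in MBCs. Among 10000 lists matched on their difference in Myc_VD_ and on mean expression, a median of 57.6% of genes were higher in MBCs (95% between 44.1 and 69.5%), and the share of the MIZ1 targets lay at percentile 76.3. These lists hold the effect of the shared libraries and any resemblance of Myc_VD_ to MBCs together. The paper chose these genes by MYC and MIZ1 binding in ChIP-seq and by their rise in Myc_VD_. From that, their increase in MBCs and their expression in LZ MYC+ cells, it reasons that MYC–MIZ1 complexes repress them directly.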

### MYC–MIZ1 complexes restrict MBC differentiation

To assess whether MBC formation was altered in the absence of MYC–MIZ1 complexes, we initially immunized Myc_VD_ and Myc_WT_ with SRBC (Fig. 6 A). The fraction of IgM^+^ CD273^+^ MBCs within B cells was significantly increased in Myc_VD_ compared with Myc_WT_ at day 10 after SRBC immunization, albeit the absolute cell number not being statistically different between genotypes (Fig. 6 B). Nevertheless, considering that Myc_VD_ had reduced GC B cell numbers compared with Myc_WT_, a significantly increased IgM^+^ CD273^+^ MBC to IgM^+^ GC B cell ratio was observed, indicating that Myc_VD_ produced more IgM^+^ CD273^+^ MBCs than Myc_WT_ (Fig. 6 B). The fraction of IgG1^+^ CD273^+^ MBCs within B cells was significantly increased at day 5 after immunization in Myc_VD_ compared with Myc_WT_, but only a trend in terms of absolute cell numbers was observed (Fig. 6 C). However, at day 10 after SRBC immunization, the difference was clear, as both the fraction within B cells and the absolute number of IgG1^+^ CD273^+^ MBCs were significantly increased in Myc_VD_ compared with Myc_WT_ (Fig. 6 C). We concluded that the absence of MYC–MIZ1 complexes in LZ MYC^+^ cells increased MBC differentiation.

**Figure 6.**
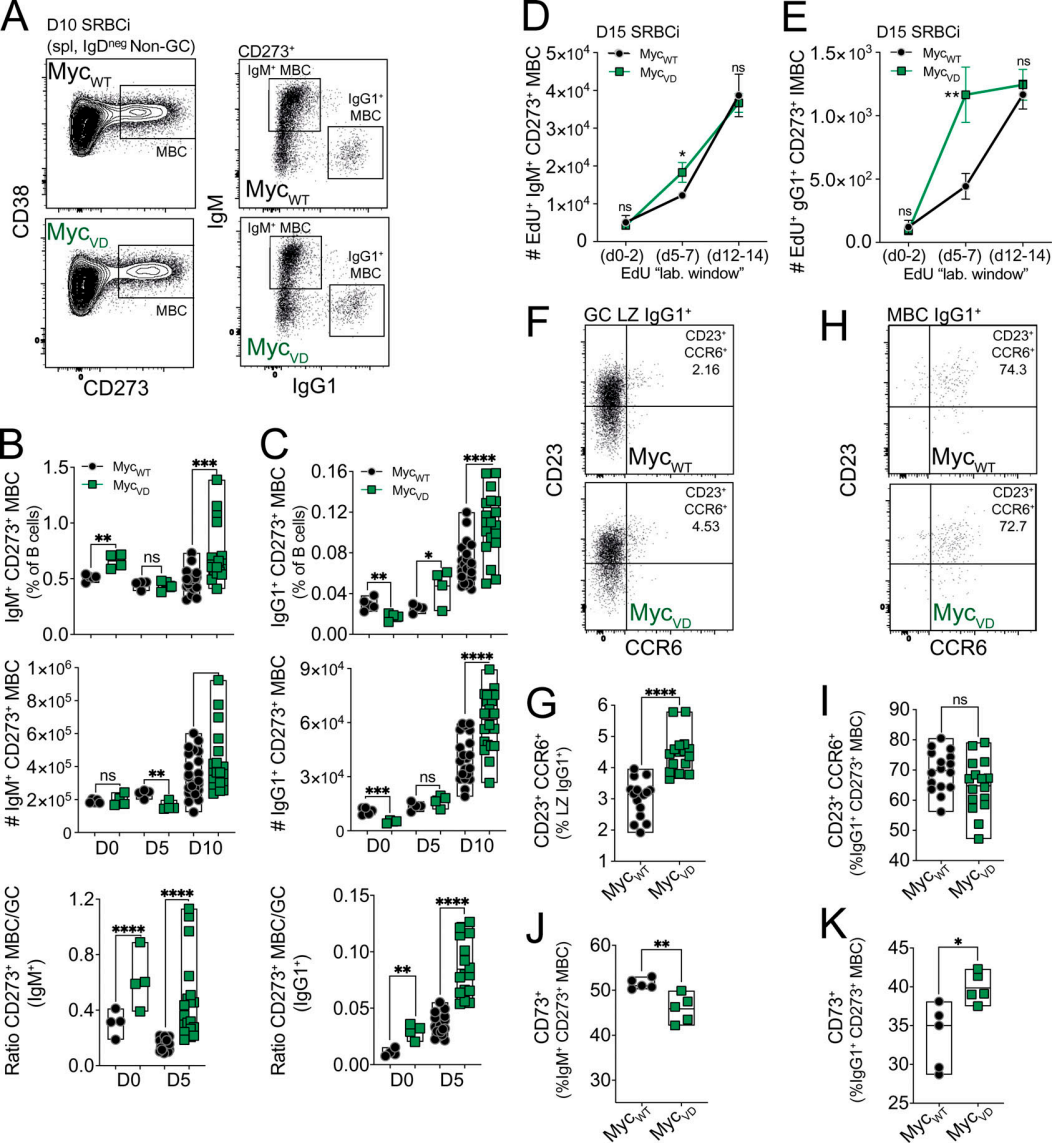
**MYC–MIZ1 complexes restrict MBC differentiation. (A)** Representative flow cytometry gating strategy for splenic IgM^+^ and IgG1^+^ MBCs (B220^+^ CD19^+^ CD38^high^ IgD^low^ CD273^+^) of Myc_WT_ and Myc_VD_ at day 10 after SRBC immunization (SRBCi). spl, spleen. **(B)** Cumulative data for splenic IgM^+^ CD273^+^ MBCs analyzed as in A at days 0, 5, and 10 after SRBC immunization. Top: Fraction of cells within B cells. Middle: Absolute cell number. Bottom: Ratio of IgM^+^ CD273^+^ MBCs over IgM^+^ GC B cells. **(C)** Cumulative data for splenic IgG1^+^ CD273^+^ MBCs analyzed as in A at days 0, 5, and 10 after SRBC immunization. Top: Fraction of cells within B cells. Middle: Absolute cell number. Bottom: Ratio of IgG1^+^ CD273^+^ MBCs over IgG1^+^ GC B cells. **(D and E)** Kinetics of splenic IgM^+^ CD273^+^ (D) and IgG1^+^ CD273^+^ (E) MBC production determined by EdU pulse-chase experiments at the indicated labeling windows. Cumulative FACS analyses of splenic MBCs analyzed as in A at day 15 after SRBC immunization (SRBCi). **(F)** Representative flow cytometry of CD23 and CCR6 expression within splenic IgG1^+^ LZ B cells of Myc_WT_ and Myc_VD_ at day 10 after SRBC immunization. **(G)** Cumulative data for the fraction of CD23^+^ CCR6^+^ within splenic IgG1^+^ LZ B cells from Myc_WT_ and Myc_VD_, analyzed as in F. **(H)** Representative flow cytometry of CD23 and CCR6 expression within splenic IgG1^+^ CD273^+^ MBCs of Myc_WT_ and Myc_VD_ at day 10 after SRBC immunization. **(I)** Cumulative data for the fraction of CD23^+^ CCR6^+^ within splenic IgG1^+^ CD273^+^ MBCs from Myc_WT_ and Myc_VD_, analyzed as in H. **(J)** Cumulative data for the fraction of CD73^+^ cells within splenic IgM^+^ CD273^+^ MBCs analyzed as in A at day 10 after SRBC immunization. **(K)** Cumulative data for the fraction of CD73^+^ cells within splenic IgG1^+^ CD273^+^ MBCs analyzed as in A at day 10 after SRBC immunization. Each symbol (B and C: day 0 Myc_WT_ *n* = 5, Myc_VD_ *n* = 4; day 5 Myc_WT_ *n* = 4, Myc_VD_ *n* = 4; day 10 Myc_WT_ *n* = 22, Myc_VD_ *n* = 19; G and I: Myc_WT_ *n* = 15, Myc_VD_ *n* = 16; J and K: Myc_WT_ *n* = 5, Myc_VD_ *n* = 5) represents an individual mouse; small horizontal lines show median, minimum, and maximum values or mean and SEM (D and E). *, P ≤ 0.05; **, P ≤ 0.01; ***, P ≤ 0.001; ****, P ≤ 0.0001 (unpaired two-tailed Student’s *t* test). Data are representative of two (B and C at days 0 and 5; D and E) or three (B and C at day 10; G–K) independent experiments. ns, not significant.

It is acknowledged that MBCs can be generated by both GC-dependent and GC-independent paths (Blink et al., 2005; Chan et al., 2009; Good-Jacobson and Tarlinton, 2012; Inamine et al., 2005; Takemori et al., 2014; Toyama et al., 2002). We therefore investigated the kinetics of MBC differentiation in Myc_VD_ and Myc_WT_ by performing EdU pulse-chase experiments in which “3-d labeling windows” are generated through EdU injection at specific time points after immunization (Weisel et al., 2016). The labeling windows chosen with respect to the immunization time point were: (1) days 0–2, which encompass the earlier stage of the GC reaction; (2) days 5–7, which encompasses critical time points of GC expansion; and (3) days 12–14 for a later GC stage (Calado et al., 2012). In these experiments, analysis of mice at day 15 after SRBC immunization revealed a significantly increased number of EdU^+^ IgM^+^ CD273^+^ MBCs and to a greater degree for EdU^+^ IgG1^+^ CD273^+^ MBCs in Myc_VD_ compared with Myc_WT_ at the day 5–7 labeling window (Fig. 6, D and E). These data showed that the absence of MYC–MIZ1 complexes in LZ MYC^+^ cells originated a marked increase of MBC formation at critical time points of GC expansion. We also found that the fraction of IgG1^+^ LZ B cells of Myc_VD_ was significantly enriched for cells expressing the MBC precursor marker CCR6 (Suan et al., 2017) compared Myc_WT_ (Fig. 6, F and G), whereas the fraction of CCR6^+^ cells within IgG1^+^ CD273^+^ MBCs was identical between genotypes (Fig. 6, H and I). These data indicated that MBC precursors were significantly increased within IgG1^+^ LZ B cells of Myc_VD_ compared Myc_WT_. Previous work in which GC B cell formation was abrogated demonstrated that the expression of CD73 marks GC-derived MBCs, whereas MBCs lacking CD73 can be of either GC or non-GC origin (Anderson et al., 2007; Kaji et al., 2012; Taylor et al., 2012). We found that ∼45% of the IgM^+^ CD273^+^ MBCs generated in Myc_VD_ were CD73^+^ compared with ∼50% in Myc_WT_ (Fig. 6 J), whereas ∼40% of IgG1^+^ CD273^+^ MBCs in Myc_VD_ were CD73^+^ compared with ∼35% in Myc_WT_ (Fig. 6 K). These data indicated a similar origin of MBCs between genotypes, and we concluded that the increase in MBC differentiation observed in the absence of MYC–MIZ1 complexes occurred primarily through a GC-dependent path. We also investigated the distribution of known MBC surface marker combinations (Anderson et al., 2007; Tomayko et al., 2010) within IgG1^+^ MBCs in Myc_VD_ compared with Myc_WT_ (Fig. S3, E–H). We found significantly increased fractions of CD73^+^CD80^neg^ and CD80^neg^CD35^+^ MBCs in Myc_VD_, whereas a decreased fraction of CD80^+^CD35^neg^ was observed in these mice (Fig. S3, F–H). Expression of CD80 was previously associated with a higher number of somatic mutations in the IgH variable region, whereas that of CD35 with reduced mutational load (Anderson et al., 2007). These data therefore indicated that the enlarged IgG1^+^ MBC pool of Myc_VD_ is composed of cells with lower affinity toward the antigen, consistent with increased MBC differentiation at critical time points of GC expansion (Fig. 6 E), when GC antigen affinity is likely to be low.

### Reduced affinity of the MBC pool in the absence of MYC–MIZ1 complexes

Following the analysis using SRBC immunization, we wanted to determine whether the absence of MYC–MIZ1 complexes impacted antigen affinity maturation. To study BCR antigen affinity, we generated compound mutant Myc_VD_ and Myc_WT_ carrying the SWHEL allelic system, in which B cells express a transgenic BCR recognizing hen egg lysozyme (HEL; Phan et al., 2003). In this system, the BCR affinity to HEL is very high (2 × 10^10^ M^−1^), but affinity maturation can be studied by immunizing mice with a mutant version of HEL called HEL^3X^, for which SWHEL BCR has much lower affinity (1.5 × 10^6^ M^−1^; Paus et al., 2006). According to established protocols (Paus et al., 2006), we purified B cells from Myc_VD_SWHEL and control Myc_WT_SWHEL and transferred them into congenic CD45.1 mice, after which recipient mice were immunized with HEL^3X^ (Fig. 7 A). We found at all time points of analysis (days 8, 10, and 15) a reduction in GC B cells and an increase of CD273^+^ MBCs within B cells derived from Myc_VD_SWHEL compared with Myc_WT_SWHEL (Fig. 7, B–D). These data reproduced the phenotypes observed in Myc_VD_ (Fig. 3 and Fig. 6) and demonstrated that the reduced GC expansion and increased MBC differentiation was due to the specific absence of MYC–MIZ1 complexes in B cells.

**Figure 7.**
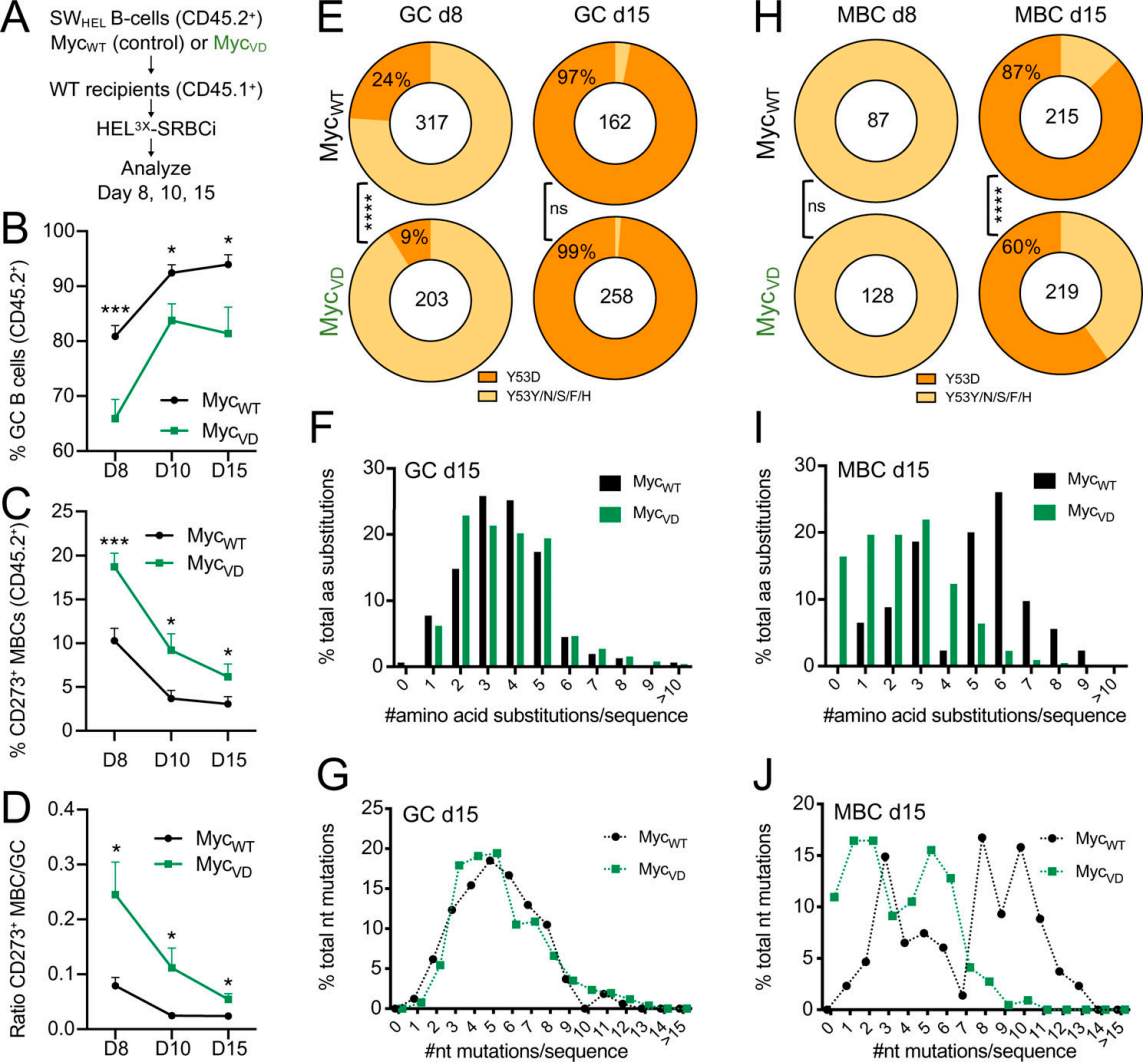
**Reduced affinity of the MBC pool in the absence of MYC–MIZ1 complexes. (A)** Experimental design. **(B)** Kinetics of GC B cells within splenic CD45.2^+^ donor cells at days 8, 10, and 15 after HEL^3X^ immunization. **(C)** Kinetics of CD273^+^ MBCs within splenic CD45.2^+^ donor cells at days 8, 10, and 15 after HEL^3X^ immunization. **(D)** Ratio of CD273^+^ MBCs to GC B cells at days 8, 10, and 15 after HEL^3X^ immunization. **(E)** Frequency of Y53D mutations within splenic IgG1^+^ GC B cells at day 8 (d8; left) and day 15 (right) after HEL^3X^ immunization; the number of analyzed IgH sequences is shown inside the circle. **(F)** Frequency of splenic IgG1^+^ GC B cells carrying the specified number of amino acid substitutions, analyzed at day 15 after HEL^3X^ immunization. **(G)** Frequency of nucleotide substitutions across the IgH V-region of SWHEL within splenic IgG1^+^ GC B cells at day 15 after HEL^3X^ immunization. **(H)** Frequency of Y53D mutations within splenic IgG1^+^ CD273^+^ MBCs at day 8 (left) and day 15 (right) after HEL^3X^ immunization, number of analyzed IgH sequences is shown inside the circle. **(I)** Frequency of splenic IgG1^+^ CD273^+^ MBCs cells carrying the specified number of amino acid substitutions, analyzed at day 15 after HEL^3X^ immunization. **(J)** Frequency of nucleotide substitutions across the IgH V-region of SWHEL within splenic IgG1^+^ CD273^+^ MBCs at day 15 after HEL^3X^ immunization. **(B–D)** Mean and SEM. *, P ≤ 0.05, **, P ≤ 0.01, ***, P ≤ 0.001 (unpaired two-tailed Student’s *t* test). Data are representative of three (B–D) independent experiments and cumulative analysis of five mice per genotype per time point (E–J). ns, not significant.

To determine the BCR somatic mutation pattern and affinity maturation to HEL^3X^, we FACS-purified GC cells and MBCs at day 8 and 15 after HEL^3X^ immunization, followed by cloning and sequencing of the IgH variable region. The replacement of a tyrosine at position 53 to aspartic acid in SWHEL IgH (Y53D) leads to ∼100-fold increased affinity for HEL^3X^ (Phan et al., 2003). At day 8 after HEL^3X^ immunization, ∼9% of Myc_VD_SWHEL GC B cells had the Y53D amino acid change compared with ∼24% of Myc_WT_SWHEL cells (Fig. 7 E and Fig. S4 A). The average number of amino acid substitutions was also reduced in Myc_VD_SWHEL GC B cells (average, 1.6/sequence) compared with Myc_WT_SWHEL (average, 2.1/sequence; Fig. S4, A–C). However, the number of nucleotide mutations in the SWHEL IgH of GC B cells was similar between genotypes (Fig. S4 D), suggesting that somatic hypermutation per se was not impaired. The observed differences in GC B cells at day 8 were nevertheless transient given that at day 15 after HEL^3X^ immunization no significant differences were found between genotypes (Fig. 7, E–G; and Fig. S4, A–C). MBCs at day 8 after HEL^3X^ immunization of either genotype did not display Y53D mutations (Fig. 7 H and Fig. S4 E). However, the average number of amino acid substitutions was lower in Myc_VD_SWHEL MBCs (average, 1/sequence) compared with Myc_WT_SWHEL (average, 1.4/sequence; Fig. S4, E–G). Still, only small differences were found with respect to nucleotide mutations, with ∼80% of Myc_VD_SWHEL MBCs carrying a somatically mutated BCR compared with ∼85% of Myc_WT_SWHEL MBCs (Fig. S4 H). At day 15 of analysis, the absence of MYC–MIZ1 complexes significantly impacted BCR antigen affinity of MBCs, with ∼60% of Myc_VD_SWHEL MBCs cells carrying Y53D mutations compared with ∼87% of Myc_WT_SWHEL cells (Fig. 7 H and Fig. S4 E). This was accompanied by a reduced number of amino acid substitutions in Myc_VD_SWHEL MBCs (average, 2.3/sequence) compared with Myc_WT_SWHEL control (average, 4.8/sequence; Fig. 7 I; and Fig. S4, E–G). Nevertheless, the vast majority of Myc_VD_SWHEL MBCs (∼90%) displayed a somatically mutated BCR (Fig. 7 J), further demonstrating that the observed increase in MBC differentiation when MYC–MIZ1 complexes are absent occurs primarily through a GC-dependent path. To investigate if the absence of MYC–MIZ1 complexes altered antigen affinity of the PC pool, we evaluated the binding of IgG1 antibodies in the serum of mice to HEL^3X^ at days 8 and 15 after immunization (Fig. S4 I). No significant differences were found between genotypes, indicating that the absence of MYC–MIZ1 complexes primarily impacts the antigen affinity of the MBC pool. In summary, the absence of MYC–MIZ1 complexes had a lasting impact in the MBC pool by increasing its size and decreasing its affinity for the antigen.

**Figure S4.**
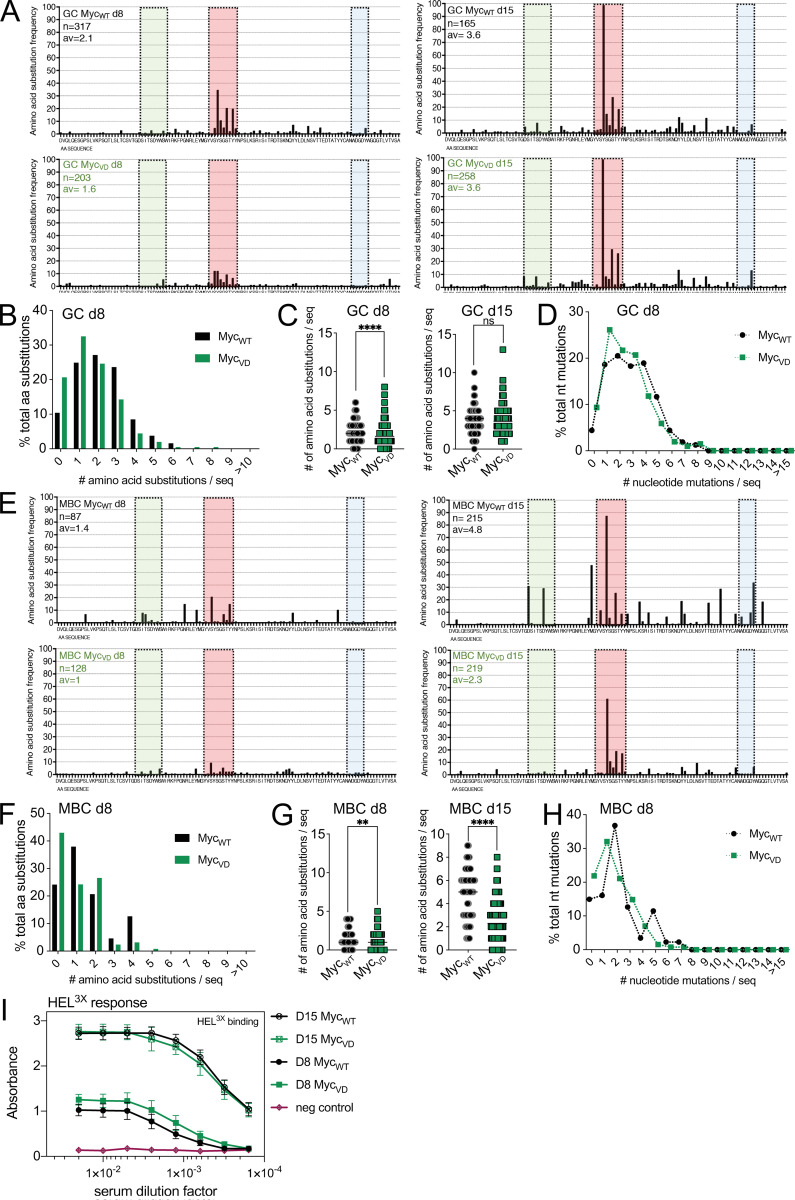
**Affinity maturation in the absence of MYC–MIZ1 complexes. (A)** Quantification of amino acid substitutions in the IgH V-region of SWHEL in IgG1^+^ GC B cells at day 8 (two left panels) and day 15 (two right panels) after HEL^3X^ immunization of recipient mice transferred with Myc_WT_SWHEL and Myc_VD_SWHEL B cells. **(B)** Frequency of GC B cells carrying the specified number of amino acid substitutions, analyzed at day 8 after HEL^3X^ immunization. **(C)** Average amino acid substitutions frequency across the IgH V-region of SWHEL in IgG1^+^ GC B cells at day 8 and day 15 after HEL^3X^ immunization of recipient mice transferred with Myc_WT_SWHEL and Myc_VD_SWHEL B cells. **(D)** Frequency of nucleotide substitutions across the IgH V-region of SWHEL within IgG1^+^ GC B cells at day 8 after HEL^3X^ immunization. **(E)** Quantification of the amino acid substitutions in the IgH V-region of SWHEL in IgG1^+^ CD273^+^ MBCs at day 8 (two left panels) and day 15 (two right panels) after HEL^3X^ immunization of recipient mice transferred with Myc_WT_SWHEL and Myc_VD_SWHEL B cells. **(F)** Frequency of IgG1^+^ CD273^+^ MBCs carrying the specified number of amino acid substitutions, analyzed at day 8 after HEL^3X^ immunization. **(G)** Average amino acid substitutions frequency across the IgH V-region of SWHEL in IgG1^+^ CD273^+^ MBCs at days 8 and 15 after HEL^3X^ immunization of recipient mice transferred with Myc_WT_SWHEL and Myc_VD_SWHEL B cells. **(H)** Frequency of nucleotide substitutions across the IgH V-region of SWHEL within IgG1^+^ CD273^+^ MBCs at day 8 after HEL^3X^ immunization. **(I)** ELISA of serum of recipient mice transferred with Myc_WT_SWHEL and Myc_VD_SWHEL B cells to determine affinity maturation of IgG1 antibody response to HEL^3X^ at days 8 and 15 after HEL^3X^ immunization. Each symbol (C and G) represents an individual sequence; small horizontal lines show the mean. Values represent mean and SEM (I). Cumulative analysis of five mice per genotype per time point. **, P ≤ 0.01; ****, P ≤ 0.0001 (unpaired two-tailed Student’s *t* test). Green, CDR1; red, CDR2; blue, CDR3. av, average amino acid substitution per sequence; n, number of analyzed sequences.

### MYC–MIZ1 complexes restrict MBC differentiation when affinity-based selection is absent

LZ B cells bearing BCRs with lower antigen affinity are favored to differentiate into MBCs (Shinnakasu et al., 2016). Therefore, it was possible that increased MBC differentiation in Myc_VD_ was primarily the consequence of the transitory delay in GC B cell affinity maturation in these mice. To test this hypothesis, we used the SWHEL system and immunized recipient mice with HEL, for which BCR affinity is very high (2 × 10^10^ M^−1^; Paus et al., 2006), effectively curtailing antigen affinity–based selection (Fig. 8 A). Similar to the results using HEL^3X^ immunization (Fig. 7, A–D), the fraction of GC B cells was reduced within Myc_VD_SWHEL B cells, whereas the fraction of CD273^+^ MBCs was increased, compared with Myc_WT_SWHEL at all time points of analysis (days 8 and 15; Fig. 8, B–D). We also performed an experiment using mice deficient for the enzyme *Aicda* that is critically required for somatic hypermutation and class-switch recombination (Muramatsu et al., 2000). *Aicda*-deficient Myc_VD_, similarly to Myc_VD_ (Fig. 3), displayed a significant reduction in the fraction of GC B cells compared with mice with *Aicda* deficiency alone (Fig. S5, A and B). We also observed that LZ B cells of *Aicda*-deficient Myc_VD_ were impaired in cell cycle engagement compared with *Aicda*-deficient mice, whereas the fraction of DZ B cells engaged in cell cycle was not different between genotypes (Fig. S5 C). Lastly, *Aicda*-deficient Myc_VD_ displayed a significantly increased fraction of MBCs compared with mice with *Aicda* deficiency alone (Fig. S5, D and E). We concluded that MYC–MIZ1 complexes in LZ MYC^+^ cells restricted MBC differentiation even when affinity-based selection was absent.

**Figure 8.**
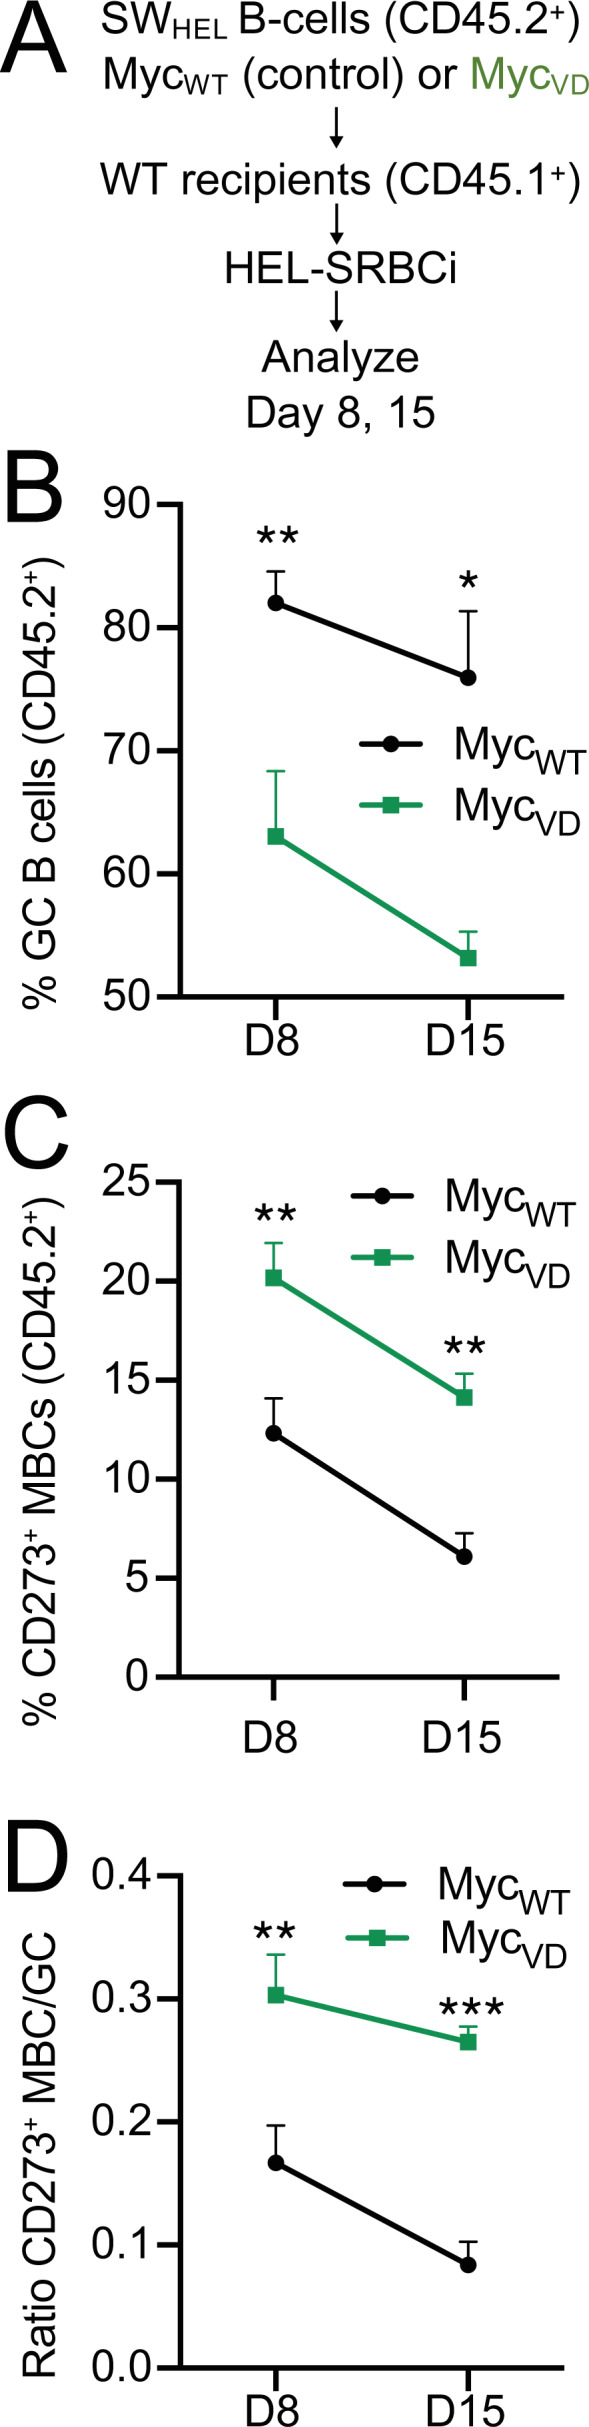
**MYC–MIZ1 complexes restrict MBC differentiation in the absence of affinity-based selection. (A)** Experimental design. **(B)** Kinetics of GC B cells within splenic CD45.2^+^ donor cells at days 8 and 15 after HEL immunization. **(C)** Kinetics of CD273^+^ MBCs within splenic CD45.2^+^ donor cells at days 8 and 15 after HEL immunization. **(D)** Ratio of CD273^+^ MBCs to GC B cells at days 8 and 15 after HEL immunization. **(B–D)** Mean and SEM. *, P ≤ 0.05; **, P ≤ 0.01; ***, P ≤ 0.001 (unpaired two-tailed Student’s *t* test). Data are representative of three (B–D) independent experiments and of the cumulative analysis of five mice per genotype per time point.

**Figure S5.**
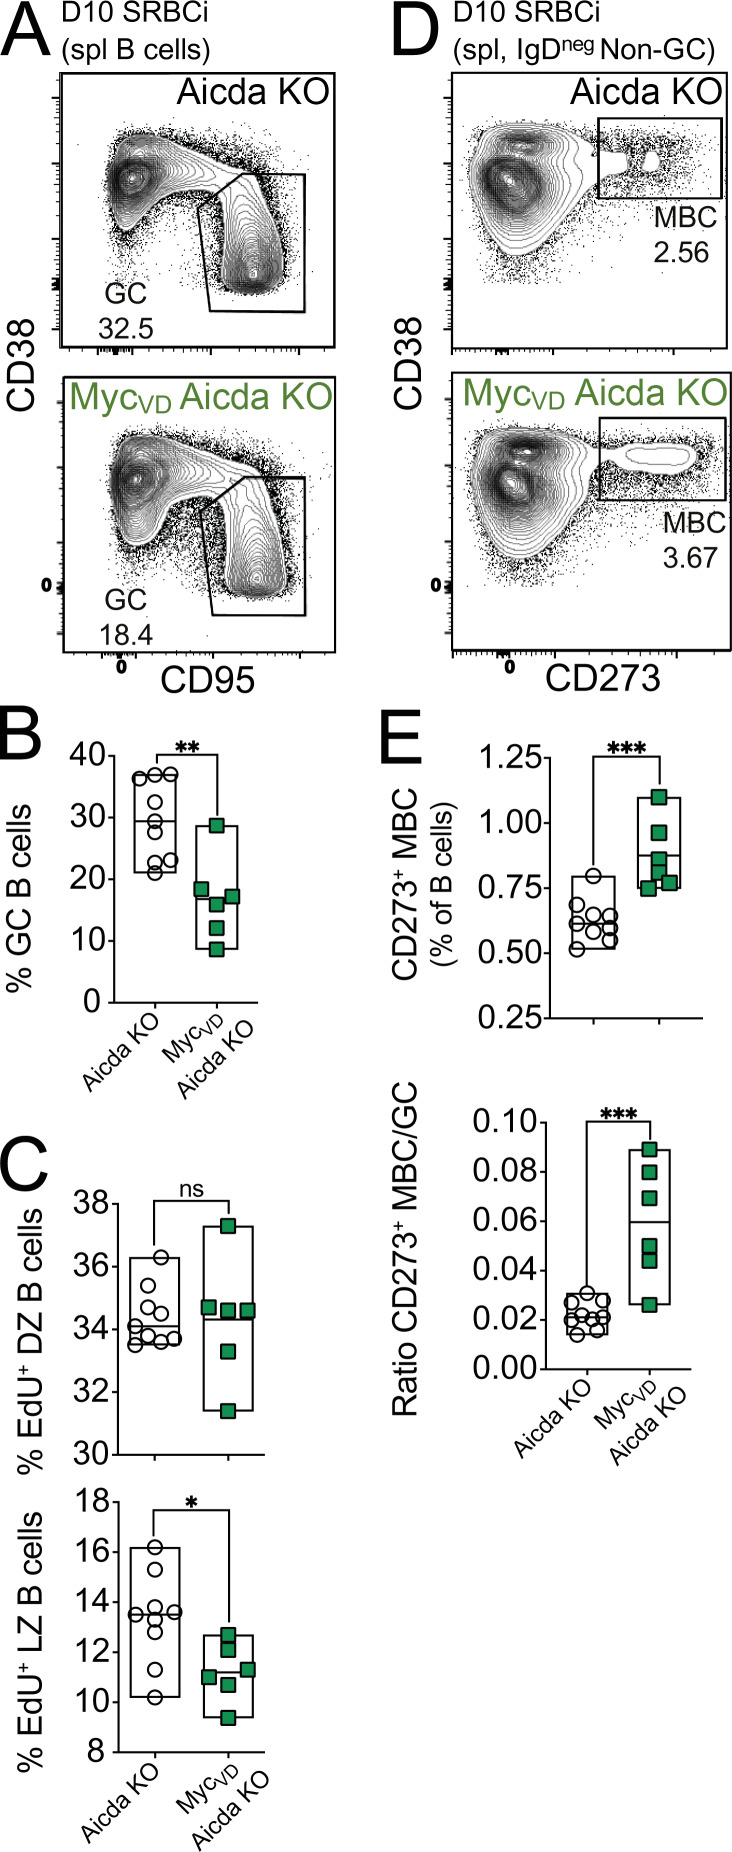
**MYC–MIZ1 complexes restrict MBC differentiation in the absence *Aicda*. (A)** Representative flow cytometry of splenic GC B cells of Aicda KO and Myc_VD_ Aicda KO at day 10 after SRBC immunization (SRBCi). spl, spleen. **(B)** Cumulative data for fraction of splenic GC B cells in Aicda KO and Myc_VD_ Aicda KO at day 10 after SRBC immunization. **(C)** Cumulative data of EdU incorporation in splenic DZ B cells (top) and LZ B cells (bottom) in Aicda KO and Myc_VD_ Aicda KO at day 10 after SRBC immunization. **(D)** Representative flow cytometry gating strategy for splenic CD273^+^ MBCs of Aicda KO and Myc_VD_ Aicda KO at day 10 after SRBC immunization (SRBCi). spl, spleen. **(E)** Cumulative data of splenic CD273^+^ MBCs in Aicda KO and Myc_VD_ Aicda KO at day 10 after SRBC immunization. Top: Fraction of cells. Bottom: ratio of MBC to GC. Each symbol (B, C, and E: Myc_WT_ *n* = 9, Myc_VD_ *n* = 6) represents represent an individual mouse; small horizontal lines indicate mean. *, P ≤ 0.05; **, P ≤ 0.01; ***, P ≤ 0.001 (unpaired two-tailed Student’s *t* test). Data are representative of three independent experiments. ns, not significant.

## Discussion

MBCs are key for long-term protection from reinfection. However, the mechanisms underlying MBC differentiation are unclear. Here, we found that LZ MYC^+^ cells mostly coexpressed the transcription activators MYC and MIZ1. Complexes formed by MYC and MIZ1 in these cells were required for repression of MIZ1 target genes, effective cell cycle engagement of LZ B cells, GC expansion, and PC formation. Notably, most of the MIZ1 target genes repressed by MYC–MIZ1 complexes were enriched in MBCs, and the absence of MYC–MIZ1 complexes increased MBC differentiation. Whether these events are interdependent or independent, the first suggesting that restriction of MBC differentiation in LZ MYC^+^ cells is required for effective GC expansion and PC formation, remains to be determined. The signals driving MIZ1 expression in LZ MYC^+^ cells also need further investigation, because in contrast to MYC (Luo et al., 2018), ex vivo BCR and CD40 coengagement was not sufficient to induce MIZ1 in GC B cells. Further, the discrepancy between *Miz1* gene and protein expression argues for a tight regulation at the posttranscriptional level. HUWE1 is an E3 ubiquitin ligase that ubiquitinates MIZ1, triggering its proteasomal degradation (Yang et al., 2010). However, previous analysis of HUWE1-deficient mice suggest a limited function for this E3 ubiquitin ligase in the GC reaction (Hao et al., 2012).

MYC–MIZ1 complexes were not equally required in all LZ MYC^+^ cells, given that apparently a fraction entered cell cycle normally. These data and of others (Ise et al., 2018) highlight the need to investigate populational diversity within LZ MYC^+^ cells. We also observed that cellular proliferation of activated B cells in vitro was mostly unimpaired. Thus it is possible that MYC–MIZ1 complexes are primarily required at specific B cell stages and/or to counteract autocrine and/or paracrine (i.e., microenvironmental) antiproliferative signals (van Riggelen et al., 2010).

Most of the identified MIZ1 target genes up-regulated in the absence of MYC–MIZ1 complexes were enriched in MBCs. Although for many a function in B cells is unknown, for others (namely *Arhgef1*, *Gadd45g*, *Sh2b3*, and *Map2k7*), tumor-suppressive and/or antiproliferative activity was described (Lu et al., 2001; Lv et al., 2017; Muppidi et al., 2014; Perez-Garcia et al., 2013; Thalheimer et al., 2014). This knowledge is in agreement with work demonstrating that quiescent B cells in the LZ are enriched for MBC precursors (Laidlaw et al., 2017; Suan et al., 2017; Wang et al., 2017). Thus, MIZ1 transcriptional activity may promote a quiescent state, which in turn permits MBC differentiation. Such activity is restrained by MYC–MIZ1 complexes in LZ MYC^+^ cells. Whether MIZ1 transcriptional activity is itself required for MBC differentiation needs further investigation.

The finding that MIZ1 targets genes with B cell tumor suppressor and/or antiproliferative function may be relevant for GC B cell lymphomagenesis. It is tempting to speculate that interference with MBC differentiation could be oncogenic, similar to what we and others demonstrated for PC differentiation (Calado et al., 2010; Mandelbaum et al., 2010; Zhang et al., 2015).

In cancer, *Cdkn1a* is a well-characterized target of MYC–MIZ1 complexes (Herold et al., 2002; Walz et al., 2014). However, *Cdkn1a* expression was unchanged in LZ B cells in the absence of MYC–MIZ1 complexes. Previous work showed that BCL6 can form a transcriptional repressor complex with MIZ1 that represses *CDKN1A* expression in GC-derived lymphoma cell lines (Basso and Dalla-Favera, 2010; Phan et al., 2005). Also, others have also shown that EZH2 is required in GC B cells for repression of *Cdkn1a* expression (Béguelin et al., 2017). Thus, it is possible that redundancy in the regulation of *Cdkn1a* expression exists in GC B cells. In contrast, we found increased expression of *Cdkn1b* in the absence of MYC–MIZ1 complexes. However, and although our analysis and that of others have not identified *Cdkn1b* as a direct MIZ1 target (Walz et al., 2014), this has been suggested by other studies (Basu et al., 2009; Yang et al., 2001), urging further investigation.

LZ B cells with high *Bach2* expression are favored to differentiate into MBCs (Shinnakasu et al., 2016). However, *Bach2* expression was not altered in the absence of MYC–MIZ1 complexes. *Bach2* expression is inversely correlated to the strength of T cell help (Shinnakasu et al., 2016). On the contrary, *Myc* is induced upon positive selection downstream of T cell help (Luo et al., 2018), and MYC levels were not altered by the absence of MYC–MIZ1 complexes, suggesting that T cell help was not affected. As a consequence, changes in *Bach2* expression levels would not be expected in the absence of MYC–MIZ1 complexes. This does not contradict the role of *Bach2* in the regulation of MBC differentiation (Shinnakasu et al., 2016). First, *Bach2* may be required for MBC differentiation of a different LZ B cell subset; second, we found that MYC–MIZ1 complexes repressed the expression of the gene encoding the MAFK transcription factor, with which BACH2 is bound at most target genes (Huang et al., 2014; Oyake et al., 1996). Thus, given that strong T cell help reduces *Bach2* expression but does not extinguish it (Shinnakasu et al., 2016), increased *Mafk* expression in the absence of MYC–MIZ1 complexes could favor MBC differentiation.

Increased MBC differentiation, together with impaired GC B cell expansion, was also found when LZ B cells cannot sense IL21 and when LZ to DZ migration is abrogated by impaired CXCR4 signaling (Bannard et al., 2013; Barinov et al., 2017; Linterman et al., 2010; Zotos et al., 2010). In both scenarios, antigen affinity was reduced, possibly favoring MBC differentiation (Shinnakasu et al., 2016; Weisel et al., 2016). The absence of MYC–MIZ1 complexes led only to a transient delay in GC B cell affinity. Thus, and although we cannot exclude a contribution of this phenomenon toward increased MBC differentiation, we found that MYC–MIZ1 complexes restricted MBC differentiation even when affinity-based selection was absent. The MBC phenotype in IL21/IL21R deficiency was attributed to a GC-independent path given that most MBCs had unmutated BCRs, whereas for CXCR4 deficiency, the involvement of GCs was suggested (Bannard et al., 2013; Linterman et al., 2010; Zotos et al., 2010). The latter conclusion was based on the detection of CD73 expression and MBC BrdU incorporation in pulse-chase experiments (Bannard et al., 2013). We found that increased MBC differentiation in the absence of MYC–MIZ1 complexes occurred primarily through a GC-dependent path: (1) MYC–MIZ1 complexes were required for GC expansion rather than formation; (2) an increased number of EdU^+^ MBCs was formed during critical time points of GC expansion; (3) the fraction of IgG1^+^ CD73^+^ MBCs and LZ MBC precursors (CCR6^+^ LZ B cells) was increased in Myc_VD_ compared with Myc_WT_; and (4) the vast majority (∼90%) of MBCs in Myc_VD_ display somatically mutated BCRs.

Our work uncovered that MYC–MIZ1 complexes in LZ MYC^+^ cells are required for effective GC expansion and PC formation and to restrict MBC differentiation. Until now, a physiological function for MYC–MIZ1 complexes was unknown (Wiese et al., 2013). MIZ1, similarly to MYC, is required for early B and T cell development; however, these functions were shown to be independent of MYC–MIZ1 complexes (Douglas et al., 2001; Kosan et al., 2010; Saba et al., 2011; Vallespinós et al., 2011). MIZ1 homologues and the conservation of a valine in position 394 in MYC, critical for the interaction with MIZ1, are found only in vertebrates (Conacci-Sorrell et al., 2014). Thus, compared with other MYC network members, like MAX and MXD proteins, MYC–MIZ1 complexes are a late addition in evolution (Conacci-Sorrell et al., 2014). Interestingly, such evolutionary timeframe is similar to that of AICDA (Conticello et al., 2005).

MYC–MIZ1 complexes per se are not essential for life (Wiese et al., 2013). As a consequence, this protein complex is a viable candidate for intervention in cancer and vaccination. With respect to the latter, an increased MBC pool size with lower affinity for the primary immunizing antigen, as observed in the absence of MYC–MIZ1 complexes, may permit the recognition of similar but different antigens and further affinity maturation (Bannard and Cyster, 2017; Inoue et al., 2018; McHeyzer-Williams et al., 2015; Mesin et al., 2016; Takahashi and Kelsoe, 2017; Tas et al., 2016). This could be important in vaccination for protection against pathogenic substrains and evolved mutants (Inoue et al., 2018; Victora and Wilson, 2015). Thus, interventions that modulate the activity of MYC–MIZ1 complexes may tailor the GC response to meet individual humoral memory requirements for infection control and prevention.

## Materials and methods

### Mice

Myc_VD_, Cdkn1a KO, AID-Cre-ERT2, and the transgenic SWHEL allelic BCR system mouse strains have been previously described (Brugarolas et al., 1995; Calado et al., 2012; Casola et al., 2006; de Alboran et al., 2001; Dogan et al., 2009; Phan et al., 2003; Saba et al., 2011). Mice were maintained on the C57BL/6 background and bred at the Francis Crick Institute biological resources facility under specific pathogen–free conditions. Animal experiments were performed in accordance with national and institutional guidelines for animal care and approved by The Francis Crick Institute biological resources facility strategic oversight committee (incorporating the Animal Welfare and Ethical Review Body) and by the Home Office, UK.

### Immunization, adoptive transfers, and in vivo treatments

For T cell–dependent immunization, 8- to 12-wk-old mice were injected i.v. with 10^9^ defibrinated SRBCs (TCS Bioscience) in PBS. EdU (Invitrogen) was dissolved in sterile PBS (5 mg/ml); for proliferation studies, 1 mg in a volume of 200 µl was injected i.p. 3 h before analysis; for the assessment of the kinetics of the formation of MBCs, 1.5 mg in a volume of 300 µl was injected i.p. every 12 h for 3 d (protocol adapted from Weisel et al., 2016). Adoptive transfers were performed into CD45.1^+^ or CD45.1^+^/CD45.2^+^ congenic mice. Briefly, 3 × 10^4^ HEL-binding B cells were injected i.v. into congenic recipients, followed by i.v. immunization the next day with 2 × 10^8^ SRBCs conjugated to a specific recombinant HEL protein. SRBCs in Alsever’s (TCS Bioscience) were conjugated to recombinant HEL (Sigma) or HEL^3X^ (R. Brink) with 1-ethyl-3-(3-dimethylaminopropyl) carbodiimide hydrochloride (Sigma) as previously described (Goodnow et al., 1988). CD45.2^+^ splenic B cells from SWHEL donor mice were purified by CD43 (Ly-48) MicroBeads (Miltenyi Biotec) depletion. For analyses and cell FACS sorting, CD45.2^+^ donor splenocytes were enriched by CD45.1-negative selection using anti-mouse biotinylated CD45.1 antibody (clone A20; eBioscience) and Anti-Biotin MicroBeads (Miltenyi Biotec).

### Histology, immunohistochemistry, and immunofluorescence

Spleens were fixed with 10% neutral buffered formalin (Thermo Fisher) and embedded in paraffin. Sections were stained with hematoxylin (Sigma) and biotinylated peanut agglutinin (Vector). Images were acquired with Zeiss Axio Scan.Z1 Slide Scanner and visualized with Photoshop (v12.1; Adobe). ImageJ (v2.0.0) was used to quantify GC B cell area and number of GCs per spleen section. For immunofluorescence, spleens were embedded in optimum cutting temperature compound (Sakura) and flash frozen in liquid nitrogen. 8- to 30-µM tissue sections were cut on an OTF5000 cryostat (Bright Instruments), fixed in 4% paraformaldehyde (Thermo Fisher), permeabilized and blocked in PBS with 0.3% Triton X-100 (Sigma) and 10% normal goat serum (Sigma). Samples were stained with antibodies in PBS containing 0.3% Triton X-100 with 1% bovine serum albumin (Thermo Fisher). Every incubation was followed by three washes with PBS. To prevent cross-reactivity, samples were blocked with PBS containing 10% normal rabbit serum (Sigma). Images were acquired with a Leica Sp5 confocal microscope, using sequential acquisition between frames with 405-, 488-, 555-, and 647-nm laser excitations. Images were analyzed with Imaris software (Bitplane); cells were automatically identified by the software based on nuclear Hoechst 33342 staining.

### Antibodies

The following antibodies were used: rabbit anti-mouse caspase 3, clone C92-605 (BD Biosciences); rat anti-mouse CD19, clone 6D5 (BioLegend); rat anti-mouse CD23, clone B3B4 (BioLegend); rat anti-mouse CD35, clone 8C12 (BD Biosciences); rat anti-mouse CD38, clone 90 (BioLegend); rat anti-mouse CD45R/B220, clone RA3-6B2 (BioLegend); mouse anti-mouse CD45.1, clone A20 (eBioscience); mouse anti-mouse CD45.2, clone 104 (BD Biosciences); rat anti-mouse CD73, clone TY/23 (BD Biosciences); rat anti-mouse CD86, clone GL1 (BioLegend); rat anti-mouse CD93 (AA.1), clone AA4.1 (eBioscience); Armenian hamster anti-mouse CD95 (FAS), clone Jo2 (BD Biosciences); rat anti-mouse CD138 (Syndecan-1), clone 281–2 (BioLegend); rat anti-mouse CD184 (CXCR4), clone 2B11 (eBioscience); rat anti-mouse CD273 (PD-L2), clone TY25 (BioLegend); rat anti-mouse IgD, clone 11-26c.2a (BD Biosciences); rat anti-mouse IgG1, clone A85-1 (BD Biosciences); rat anti-mouse IgM, clone II/41 (BD Biosciences); Armenian hamster anti-mouse PD1(CD279), clone J43 (eBioscience); rat anti-mouse CXCR5(CD185), clone (SPRCL5); rat anti-mouse CD4, Clone (GK1.5); Armenian hamster anti-mouse CD3, clone (145-2C11); Armenian hamster anti-mouse CD80(B7-1), clone (16-10A1); rat anti-mouse CD21/CD35(CR2/CR1), clone (7E9); mouse anti-HEL, clone HyHEL9 (R. Brink); rabbit anti-Myc N-262 (Santa Cruz); rabbit anti-Myc, clone Y69 (Abcam); rabbit anti-Zbtb17 (Sigma); goat anti-rabbit IgG (H+L; Molecular Probes), fluorochrome-labeled Streptavidin (BioLegend, eBioscience, and BD Biosciences); biotinylated peanut agglutinin (Vector); and IgG from rabbit serum (Sigma).

### In vitro cell stimulation and transduction

Splenic naive B cells were purified by CD43 depletion (Miltenyi). GC B cells were purified as previously described (Luo et al., 2018). Naive and GC B cells were cultured in vitro in the presence of 10 µg/ml (anti-IgM + anti-IgG; Jackson ImmunoResearch) and/or 20 µg/ml anti-CD40 antibody (FGK45; Bio X Cell) with or without 25 ng/ml IL-4. For cell proliferation studies, naive B cells were stained with CellTrace Violet (Thermo Fisher) according to the manufacturer’s protocol. HEK293T cells were transiently transduced with a MIZ1-IRES-GFP expressing vector or GFP control (VectorBuilder) using Lipofectamine (Invitrogen). Cells were analyzed 48 h after transduction.

### Flow cytometry and ELISA

Single-cell suspensions of spleen were prepared in FACS buffer (2% FBS and 2 mM EDTA, in PBS; Gibco) and treated with Gey’s solution for erythrocyte lysis. Single-cell suspensions were stained with antibodies. The use of biotinylated antibodies was followed by incubation with fluorochrome labeled streptavidin (1/200 dilution). For the analyses of SWHEL mice, HEL-binding cells were stained with 50 ng/ml HEL (Sigma) followed by HyHEL9-A647 (R. Brink). Dead cells were excluded using Zombie NIR Fixable Viability Kit (BioLegend). For detection of EdU incorporation, cells were fixed for 15 min at room temperature in 4% paraformaldehyde (Thermo Fisher) after surface marker and viability dye staining. Fixation was followed by Click-iT EdU A647 flow cytometry assay kit or Click-iT Plus EdU Alexa Fluor 647 flow cytometry assay kit (Life Technologies) as indicated by supplier. For the detection of cleaved caspase-3, samples were fixed for 15 min at room temperature in 4% paraformaldehyde (Thermo Fisher) after surface marker and viability dye staining, followed by intracellular staining with BD Cytofix/Cytoperm staining kit (BD Biosciences), as per manufacturer’s specifications. The detection of the transcription factor was performed after surface marker and viability dye staining with True-Nuclear Transcription Factor Buffer Set (BioLegend), following supplier’s instructions. To prevent cross-reactivity, samples were blocked with 10% normal rabbit serum. Samples were acquired on an LSR-Fortessa (BD Biosciences) with FACS-Diva software (BD Biosciences), and data were analyzed with FlowJo software (v10.3; Tree Star). MBCs were FACS purified using the following antibody panel: CD273^+^CD138^neg^ B220^+^ CD19^+^ CD38^high^ IgD^low^. Cell populations were defined by the following surface markers: LZ GC B cells (B220^+^ CD19^+^ CD38^low^ CD95^high^ CXCR4^low^ CD86^high^), DZ GC B cells (B220^+^ CD19^+^ CD38^low^ CD95^high^ CXCR4^high^ CD86^low^), PCs (CD19^low^ CD138^+^), and IgM^+^ and IgG1^+^ MBCs (B220^+^ CD19^+^ CD38^high^ IgD^low^ CD273^+^); FO B cells (AA4.1^neg^ B220^+^ CD19^+^ CD38^high^ IgD^+^ CD21^high^ CD23^high^). Anti-HEL^3X^ IgG1 antibodies in sera were analyzed by ELISA as previously described (Phan et al., 2003, 2006).

### IgH somatic mutation analysis

IgG1^+^ CD273^+^ HEL^+^ MBCs and IgG1^+^ HEL^+^ GC B cells from SWHEL mice were sorted using a FACSAria III or FACSAria Fusion (BD Biosciences). Cells were sorted into proteinase K (Qiagen) containing buffer, as previously described (Brink et al., 2015; Paus et al., 2006). The SWHEL Ig heavy-chain variable region exon was PCR amplified using Taq DNA polymerase (Thermo Fisher) with the primers 5′-GTT​GTA​GCC​TAA​AAG​ATG​ATG​GTG-3′ and 5′-GAT​AAT​CTG​TCC​TAA​AGG​CTC​TGA​G-3′. The primary PCR product was further amplified with the nested primers 5′-TTG​TAG​CCT​AAA​AGA​TGA​TGG​TGT​TAA​GTC-3′ and 5′-CAA​CTT​CTC​TCA​GCC​GGC​TC-3′. Nested PCR product was isolated using QIAquick Kit (Qiagen) and cloned into pGEM-T Easy vector (Promega), as per the manufacturer’s instructions. DH5α-competent bacteria (Life Technologies) were transformed and single colonies were grown in 96 deep-well culture blocks (Macherey-Nagel). DNA was extracted automatically with Biorobot Universal System (Qiagen) using Nucleospin 96 Plasmid kits (Macherey-Nagel) and Sanger-sequenced with T7, SP6, M13 forward, and/or M13 reverse primers. Sequenced DNA was run against VBASE2 database (Retter et al., 2005). Using HyHEL10 sequence as a reference, mature VDJ DNA sequences were analyzed for the presence of somatic mutation events, and the translated protein sequences were examined for amino acid substitutions.

### Gene expression analysis and ChIP-seq

For the gene expression profiling of Myc_WT_ and Myc_VD_ LZ GC B cells (CD138^neg^, B220^+^, CD19^+^ CD38^low^, CD95^high^, CXCR4^low^ CD86^high^), Myc_WT_ MBCs (CD138^neg^, B220^+^, CD19^+^, AA4.1^neg^, CD38^+^, IgD^neg^, CD273^+^), and Myc_WT_ FO B cells (AA4.1^neg^, B220^+^, CD19^+^, CD38^high^, IgD^+^, CD21^high^, CD23^high^) were sorted by flow cytometry at day 10 after immunization with SRBCs using a FACSAria III or a FACSAria Fusion (BD Biosciences). Cells were sorted in RTL Buffer Plus (Qiagen) containing 1% β-mercaptoethanol (Sigma) and RNA purified using AllPrep DNA/RNA Mini and Micro Kits (Qiagen) following the manufacturer’s instructions. RNA-seq was performed at the Francis Crick Institute advanced sequencing facility. The RSEM package (v1.3.0; Li and Dewey, 2011) and STAR (v2.5.2a; Dobin et al., 2013) were used to align reads to the mouse mm10 transcriptome, taken from Ensembl (vGRCm38) and available at the University of California, Santa Cruz (https://genome.ucsc.edu). For RSEM, all parameters were run as default using the “–forward-prob 0” option for a strand-specific protocol. Differential expression analysis was performed with DESeq2 package (v.1.12.4; Love et al., 2014) within R (v3.3.1; R Core Team, 2008; http://www.R-project.org). Genes were considered to be differential expressed if P < 0.05. GSEA was performed using GSEA software (v2.2.3) from the Broad Institute (Subramanian et al., 2005). All analyses for RNA-seq–generated expression profiles were done with ranked gene lists using Wald statistics. For ChIP, splenic B cells from C57BL/6 mice were purified using anti-mouse CD43 (Ly-48) MicroBeads (Miltenyi Biotec) depletion and treated with Gey’s solution for erythrocyte lysis. Cells (2 × 10^6^ cells/ml) were cultured at 37°C (5% CO_2_) in DMEM supplemented GlutaMAX, nonessential amino acids, penicillin-streptomycin, Hepes (Gibco), β-mercaptoethanol (Sigma), and 10% fetal bovine serum (Thermo Fisher) containing anti-IgM (5 µg/ml), CD40 ligand (0.5 µg/ml), and IL-4 (10 ng/ml) and harvested after 16 h. ChIP protocol was adapted from Seitz et al. (2011). Briefly, cells in B cell media were fixed with formaldehyde (Sigma) at final concentration of 1% for 10 min at room temperature. Glycine (Thermo Fisher) was added at a final concentration of 0.125 M for 5 min at room temperature. Cells were washed, pelleted, and stored at −80°C. After cell lysis, the DNA of 35 × 10^6^ cells was fragmented using BIORUPTOR 200 immersion sonicator under the following conditions: high power, 30 s on, 30 s off (40 cycles). 100 μl of Pierce Protein A/G Magnetic Beads were coupled to 10 µg of antibody or control rabbit IgG antibody (Sigma). DNA was incubated with antibody-coupled beads, and after uncoupling, DNA was purified with NucleoSpin Gel and PCR Clean-up (Macheray-Nagel) following the manufacturer’s protocol for SDS-rich samples using Buffer NTB (Macheray-Nagel). Samples were sequenced on an Illumina HiSeq2500 generating 100bp single ended reads. ChIP-seq reads were aligned to the mouse mm10 genome assembly using BWA version 0.7.15 (Li and Durbin, 2010) with a maximum mismatch of two bases. Picard tools version 2.1.1 (http://www.broadinstitute.github.io/picard) was used to sort, mark duplicates, and index the resulting alignment bam files. Files were normalized, and tdf files (for visualization purposes) were created using IGVtools version 2.3.75 software (http://www.broadinstitute.org/igv) by extending reads by 50 bp and normalizing to 10 million mapped reads per sample. Peaks were called using the standard parameters by comparing immunoprecipitated samples to their respective input and/or IgG controls using MACS version 2.1.1 (Zhang et al., 2008). Peaks called by MACS were annotated using the “annotatepeaks” function in the Homer version 4.8 software package (Heinz et al., 2010). Common and unique peaks across experiments were determined using a custom script. Datasets are available at the National Center for Biotechnology Information Gene Expression Omnibus under the following accession numbers: GSE129262, GSE80669, GSE77319, GSE4142, GSE76502, GSE11961, and GSE98419.

### Quantification and statistical analysis

Data were analyzed with unpaired two-tailed Student’s *t* test; a P value of ≤0.05 was considered significant. Prism (v7 and v8, GraphPad) was used for statistical analysis. A single asterisk (*) in the graphs of figures represents a P value ≤0.05, double asterisks (**) a P value ≤0.01, triple asterisks (***) a P value ≤0.001, and quadruple asterisks (****) a P value ≤0.0001; “ns” stands for not statistically significant (i.e., a P value >0.05). Data in text and figures are presented as median or mean ± SEM; each case is indicated in the figure legends.

### Online supplemental material

Fig. S1 shows MYC and MIZ1 expression in GC B cell populations, the identified MYC–MIZ1 complex target genes, and PC and CD4^+^ CXCR5^+^ PD1^+^ T cell populations in the absence of MYC–MIZ1 complexes. Fig. S2 shows the gene expression of cell cycle–related genes in the absence of MYC–MIZ1 complexes, the characterization of MYC, MIZ1 in activated non-GC B cells, their cell proliferation in the absence of MYC–MIZ1 complexes, and MYC and MIZ1 expression in (pre-)GC B cells. Fig. S3 shows the enrichment for genes up-regulated in MBCs in the absence of MYC–MIZ1 complexes and MBC populations. Fig. S4 shows GC and MBC affinity in the absence of MYC–MIZ1 complexes. Fig. S5 shows that MYC–MIZ1 complexes restrict MBC differentiation in the absence of *Aicda*.

How the deposited data were processed for this re-analysis (not part of the article)

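RNA of sorted mouse B cells was analysed in 11 libraries, from LZ B cells of 4 Myc_WT_ and 4 Myc_VD_ mice and from MBCs of 3 of the Myc_WT_ mice, all taken on day 10 after SRBC immunization. The authors aligned the reads with STAR, quantified Ensembl genes with RSEM on the mouse transcriptome of GRCm38 with a strand-specific setting, and deposited TPM rounded to 2 decimals in 1 table of all libraries. The annotation release and the number of reads are not given in the paper's text. TPM divide each gene's estimated reads by its length and scale the library to a fixed total, so they hold no depth, a library in which a few features take more leaves less for the rest, and no counting error can be given. The precision of each value is therefore taken from the spread between mice alone. The authors tested differential expression with DESeq2 at P under 0.05, with no adjustment named, and ran GSEA on genes ranked by Wald statistics; these need counts that were not used here.

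Symbols, coordinates, biotypes and transcript lengths were taken from GENCODE M21 (GRCm38), which holds 48349 of the genes, while 446 have no symbol there. All columns of the table were mapped to a condition by their labels. FO B cells, ChIP-seq, published data of LZ MYC+ and MYCneg cells, Bach2 and human signatures and GO sets were not used here.

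Genotypes and cell types were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(TPM + 1), for genes with a mean of at least 1 TPM over the libraries in the fit, with only the 2 groups compared in it. Tests were two-sided with Benjamini-Hochberg adjustment at 0.05. Single genes were also tested by exact permutation of the difference in means over the 70 groupings of 4 mice against 4 or the 35 of 3 libraries against 4 (scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15). Gene sets were tested with fry and camera of limma, with fgsea 1.28.0 on limma's moderated statistic (weight 1, 10000 permutations, one-sided score), and against 10000 random lists matched on mean expression. The one-sided score was taken after the two-sided score of the genes higher in MBCs could not be computed; for the other sets it changed the score from 3.97 to 12.9 for the MIZ1 targets in Myc_VD_, from 1.81 to 2.57 for the MIZ1 targets in MBCs and from -1.60 to -1.62 for the S phase genes, with both scores at -1.77 for the genes lower in MBCs and at -1.16 for the G2/M genes. Camera with its preset correlation and fry both called the MIZ1 targets in Myc_VD_ and in MBCs, the genes lower in MBCs and the S phase genes, and camera alone the genes higher in MBCs; with an estimated correlation only the MIZ1 targets in Myc_VD_ had a p under 0.05 among these 5 results.

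The MIZ1 targets were read from Fig. S1 E, Fig. 2 G and Fig. S3 D. The genes named by symbol were, by a fixed rule, those of the MIZ1 list that the paper names, cyclin, CDK inhibitor, regulator and sorting marker genes, and in each comparison the 5 genes with the largest difference up and the 5 down whose groups do not overlap, among those past the adjusted threshold or, where fewer than 5 pass, at an unadjusted p under 0.05; 1 gene that this rule gives in MBCs is not reported here. S and G2/M genes came from Seurat 5.3.0. Short lists of genes of dark zone, plasma, T, myeloid, erythroid, naive follicular and germinal center B cells, of the response to CD40 and of MBC precursors were written before the tests, 9 lists per comparison.

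MBCs and LZ B cells of the same number came from the same mouse, as the labels of the mice show. The deviations of such libraries from their group means correlated across genes with r = 0.00471, 0.00169 and -0.035, all close to 0. The rule for the genes named, the comparisons and most alternatives were set before the data were examined. These alternatives were a pseudocount of 0.1, no filter, a mean of at least 5 TPM, TPM rescaled by the median ratio, quantile normalization, removal of immunoglobulin and mitochondrial genes, limma without a trend, all 3 groups in 1 fit, the mouse as a replicate block, other set tests and weights, the top 200 genes as signature, Myc_WT_ mice divided between the comparisons, unadjusted p-values and each library left out in turn. Chosen after seeing the data were removal of the 356 ribosomal RNA genes, corrections for transcript length and GC content, divided controls with the top 200 genes, weight 0 for the MIZ1 targets in MBCs, and weight 0 with each library left out in turn.

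Since Myc_VD_ and MBCs are compared with the same Myc_WT_ LZ libraries, 100 unchanged groups were simulated against them. These carry the shift of all genes seen in Myc_VD_, and draws without that shift were added after the first were seen. Splits of the samples into groups of the same sizes were counted over all 35 splits. Pseudogenes were matched to protein-coding transcripts with blastn 2.17.0. The fits were tested on simulated data of 13120 genes, with both groups drawn with the spread of the Myc_WT_ LZ libraries. Genes were drawn independently, and the changed ones were not low genes. Myc_VD_ and MBC libraries correlated less among themselves than Myc_WT_ LZ libraries did. The shares recovered therefore do not measure the power of the real comparisons. Of 200 changed genes, 133 (66.5%) were recovered, 87% of the 100 genes changed by 2 on the log2 scale, with 6 other genes called, and a list of 60 genes shifted by 0.5 had a median of 0.46. In 13124 unchanged genes, 0 were called.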

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

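The tests of Rpl30 with its copy, of the parents of pseudogenes and of single-copy genes on chromosome 15 were chosen only after the result was seen; the splits of the samples were set before.

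In 82 groups of 4 libraries examined with Dixon's test, 7 had a library far from the other 3, where chance gives about 4.1, or 1 in 20. Rela was at 20.91 TPM in Myc_WT_ LZ library 3 against 15.15 to 15.69 in the others, Vav2 at 13.41 TPM in Myc_WT_ library 1 against 19.71 to 21.08, Cxcr4 at 71.6 TPM in Myc_WT_ library 4 against 102.69 to 106.91, and Gm13771 at 9.11 TPM in Myc_WT_ library 1 against 5.03 to 5.27. Gm12191 was listed at 0 in Myc_WT_ library 1 against 21.71 to 38.39 TPM. In Myc_VD_, Cdkn1b was at 18.63 TPM in library 6 against 5.33 to 5.87, and Prdx5 at 17.18 TPM in library 5 against 14.87 to 15.1. These 7 fall in 5 libraries, 3 of them in Myc_WT_ library 1. With so few, the number is not shown to exceed chance. MBCs, with 3 libraries, were not examined. No technical or biological explanation of these single values was tested. Myc_WT_ mouse 4, the library of Cxcr4, came by its label from another breeding group than Myc_WT_ mice 1 to 3, which stays open.

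Among genes the paper does not discuss, Gm12191 had the largest increase in Myc_VD_, with a mean of 985 TPM against 22.4 TPM in Myc_WT_ (log2 difference 6.23, higher in 4 of 4 mice, adjusted p = 0.0473 from limma). It is a processed pseudogene on chromosome 11 (49678710 to 49679057) that matches Rpl30 (chromosome 15, 34440505 to 34443640) over 348 bases at 99.7% with 1 mismatch. Rpl30 fell from 1191 to 345 TPM (log2 difference -1.82, lower in 4 of 4 mice, adjusted p = 0.0473 from limma). The other genes past the adjusted threshold, each lower in 4 of 4 Myc_VD_ mice with the same adjusted p from limma, were Polr2k (-3.72), Zfp781 (-3.16, listed at 0 in Myc_VD_), Gm13771 (-2.80, listed at 0 in Myc_VD_) and Prdx5 (-1.56). The sum of Rpl30 and Gm12191 was 1213 ± 192 TPM (SD, n = 4) in Myc_WT_ and 1330 ± 284 TPM (SD, n = 4) in Myc_VD_, a log2 difference of 0.12 (exact permutation p = 0.629), as reads passing from the gene to its copy would give. A candidate explanation is a variant in Rpl30, on the chromosome of Myc, that came with the Myc_VD_ allele and sends reads to the copy; reads were not analysed here, so this stays a hypothesis, and a change in the expression of both genes is not excluded.

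Other features higher in Myc_VD_ without overlap of the groups were Rn7sk, with 205 TPM against 37.0 TPM (4.35), Mrip-ps, with 12.8 against 1.78 TPM (2.27), Gm8276, with 4.86 against 0.2 TPM (2.25), and Gm19353, with 23.5 against 4.65 TPM (2.05). None of the 4 passed the adjusted threshold, and 2.86% of genes separate the genotypes by chance. The last 3 are pseudogenes, and Mrip-ps matches Mprip at 99.8% and Gm8276 matches Pabpc1, on chromosome 15, at 92.4%. A haplotype on chromosome 15 around Myc could raise copies of genes that lie there. Of 13 pseudogenes higher in every Myc_VD_ library, 2 have their parent on chromosome 15, against 44 of 946 other pseudogenes (Fisher's exact test, p = 0.126). With 13 pseudogenes such a haplotype and other causes cannot be told apart. Among protein-coding genes without overlap and with an unadjusted p under 0.001, 4 of 88 lie on chromosome 15 against 375 of all 9887 tested (Fisher's exact test, p = 0.577). This argues against such a haplotype as the main source of the changes in these 88 genes. Of the 88, 87 were lower, on a scale where the median log2 difference of all genes was -0.31. The shift of all genes may therefore have placed many of them in the set. For genes changed apart from that shift, the share on chromosome 15 does not decide. The 4 on chromosome 15 are Rpl30, Polr2k, Atp6v1c1 (-1.43) and Atp5g2 (-1.0). The first 3 lie between 34440505 and 38692446, while Myc starts at 61985391. Genotype and breeding group stay open as causes of all of these differences.

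The 6 genes past the adjusted threshold in Myc_VD_ were found in 1 of the 35 splits of the 8 LZ libraries, the real one, and the other splits gave 2 genes at most; in the comparison of MBCs, 1 of 35 splits gave as many genes as the real one, which is the real one itself, and the others gave 2 at most. Higher in MBCs than in Myc_WT_ LZ B cells, among genes the paper does not discuss, were Igha at 595 TPM (5.59 TPM in Myc_WT_ LZ), Gm26447 at 97.2 TPM (listed at 0 in Myc_WT_ LZ, but at 134.2, 182.5 and 241.42 TPM in Myc_VD_ LZ libraries 6, 7 and 8), Rin3 at 195 TPM (1.27 TPM) and Pml at 146 TPM (1.37 TPM). Each was higher in 3 of 3 MBC libraries than in 4 of 4 Myc_WT_ LZ libraries, and 5.71% of genes separate these groups by chance. No technical explanation of the 4 was tested. The difference between the cell types, which the design names, stays among the open explanations.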

How the results depend on the processing

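The corrections for length and GC content, the removal of ribosomal RNA genes, the divided controls with the top 200 genes and weight 0 for the MIZ1 targets in MBCs were chosen only after the result was seen. Where a result changed, the cause was not tested, unless fewer genes or libraries in a fit give it. The MIZ1 targets stayed higher in Myc_VD_ with a p from fry under 0.05 in all alternatives run for them (p from 9.07e-05 to 0.0336), on the libraries on which the paper chose them as higher. Among the results that answer a comparison, 111 values under other settings and 73 with a library left out kept their direction and side of the threshold or stayed near their value; under other settings 13 lost a p under the threshold, 15 moved and 3 reversed, and with a library left out 10 lost it and 11 moved. TPM hold no depth, which leaves genes near 0 without an error of their own.

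In Myc_VD_, 6 genes passed the adjusted threshold. With no filter, with a pseudocount of 0.1, after rescaling by the median ratio, with all 3 groups in 1 fit and after correction for length or GC content, 0 did. At an unadjusted p under 0.05 these settings gave, in this order, 186, 145, 709, 89, 705 and 731 higher genes and 2584, 1973, 809, 956, 678 and 736 lower genes. With immunoglobulin and mitochondrial genes removed or ribosomal RNA genes removed 1 gene passed, and with a mean of at least 5 TPM 15 passed. Under quantile normalization 9 passed, 4 higher and 5 lower. Unadjusted, 2180 genes had a p under 0.05 in Myc_VD_ and 3587 in MBCs, where 1219 passed with adjustment. With no filter 608 passed in MBCs, and with the mouse as a replicate block, a paired fit of 6 libraries, 248 did.

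The share of higher genes among those at an unadjusted p under 0.05 in Myc_VD_ was 7.34% in TPM as deposited. It was 46.7% after rescaling by the median ratio, 41.3% under quantile normalization, 40.9% without ribosomal RNA genes, 16.7% without immunoglobulin and mitochondrial genes, 51.0% after correction for length and 49.8% after that for GC content. The direction of single genes with small changes therefore rests on the scaling. Log2 differences that turned positive after rescaling by the median ratio were those of Bach2 (0.14), Ccnd3 (0.33), Cd38 (0.11), Cd86 (0.033), Fas (0.15) and Zbtb17 (0.037) and the median of the G2/M genes (0.040). Under quantile normalization they were those of Bach2 (0.12), Ccnd3 (0.28), Cd38 (0.072), Cd86 (0.012), Fas (0.067) and Zbtb17 (0.18). Without ribosomal RNA genes they were those of Bach2 (0.11), Ccnd3 (0.30), Cd38 (0.079), Cd86 (0.0010) and Fas (0.12) and the median of the G2/M genes (0.0087). After correction for GC content they were those of Bach2 (0.15), Ccnd3 (0.24), Cd38 (0.16), Cd86 (0.072), Fas (0.20) and the G2/M genes (0.053), and after correction for length those of Ccnd3 (0.19), Cd38 (0.13), Cd86 (0.035), Fas (0.25) and Zbtb17 (0.12). Ccnd3 was at 0.12 without immunoglobulin and mitochondrial genes.

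The median of the genes higher in MBCs, -0.04 in Myc_VD_ as deposited, was 0.27 after rescaling by the median ratio, 0.25 under quantile normalization, 0.23 without ribosomal RNA genes, 0.26 after correction for GC content, 0.25 after correction for length and 0.049 without immunoglobulin and mitochondrial genes, with p-values from fry of 0.000579, 0.000237, 0.0344, 0.000139, 0.000397 and 0.620 in this order. The S phase genes, at -0.46, were at -0.14 after rescaling by the median ratio, -0.17 without ribosomal RNA genes, -0.11 after correction for GC content and -0.19 after that for length, with p-values from fry of 0.111, 0.0857, 0.225 and 0.106. They kept a p from fry under 0.05 under quantile normalization (-0.19, p-value from fry of 0.0137) and without immunoglobulin and mitochondrial genes (-0.34, 0.0340). With all 3 groups in 1 fit they were at -0.46 (p = 0.0597), and camera with an estimated correlation gave p = 0.292 at the same median.

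The MIZ1 targets in MBCs, at 0.10 as deposited, had a median of 0.079 with the mouse as a replicate block. It was 0.0098 without ribosomal RNA genes, where the p from fry was 0.0616, and 0.14 with divided controls, where the largest p was 0.192. Relative to all genes, whose median was -0.28 without ribosomal RNA genes, the list was at 0.29 in that setting. With the mouse as a replicate block it was at 0.18 relative to all genes. Camera with an estimated correlation gave p = 0.0941 at a median of 0.10. Higher medians came after correction for GC content (0.40), under quantile normalization (0.33) and without immunoglobulin and mitochondrial genes (0.30), with p-values from fry of 0.00230, 0.00330 and 0.00163, and relative to all genes these were 0.33, 0.31 and 0.29 against 0.24 as deposited. After correction for length the median was 0.14, or 0.10 relative to all genes, with a p from fry of 0.00699. With divided controls the scores in Myc_VD_ were 3.47 for the genes higher in MBCs (largest p 0.115) and -1.16 for those lower (largest p 0.863), medians over 6 divisions with 12 to 35 genes in the first set and only 2 to 9 in the second, and r across genes was 0.19. With the top 200 genes and divided controls the first score was 4.48, from -0.54 to 5.92, and the second -1.54, from -1.74 to 4.94. Under quantile normalization r was 0.35.

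With a library left out in turn, the genes past the adjusted threshold numbered from 0 to 254 in Myc_VD_, with 254 without Myc_VD_ library 5, and from 342 (without Myc_WT_ LZ library 2) to 2754 (without MBC library 4) in MBCs. The median of the S phase genes ranged from -0.63 (without Myc_VD_ library 5) to -0.37 (without Myc_WT_ library 3), with a p from fry of 0.05 or more in 5 of the 8 fits. That of the MIZ1 targets in MBCs ranged from 0.079 (without Myc_WT_ LZ library 2) to 0.35 (without MBC library 3), with a p of 0.05 or more in 5 of the 7 fits. Differences of single genes that changed sign were those of Ccnd2 (-0.14 without Myc_WT_ library 1 to 0.33 without Myc_VD_ library 6), Ccnd3 (-0.19 without Myc_WT_ library 4 to 0.15 without Myc_WT_ library 1), Cd38 (-0.42 without Myc_VD_ library 7 to 0.052 without Myc_VD_ library 6), Mafk (-0.18 without Myc_VD_ library 6 to 0.89 without Myc_VD_ library 7), Rela (-0.043 without Myc_VD_ library 6 to 0.41 without Myc_VD_ library 8) and Zbtb17 (-0.45 without Myc_VD_ library 8 to 0.20 without Myc_VD_ library 6). Of the other results, on single genes and lists, 54 values lost and 4 gained a p under the threshold, 33 moved and 34 reversed under other settings, against 558 near their value; with a library left out 39 lost and 4 gained it, 31 moved and 11 reversed, against 367.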

Differences from the paper's values

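Weight 0 for the MIZ1 targets in MBCs, and weight 0 with a library left out, were chosen only after the result was seen; no test of a cause was made. The error of each score is the SD over the fits that leave out 1 library, which share most of their libraries, so that it understates the spread between independent sets of mice. For scores with weight 0 it was taken from such fits with weight 0. The scores given here are one-sided, and the paper's text does not name a score type. The two-sided score was 1.81 for the MIZ1 targets in MBCs and -1.77 for the genes lower in MBCs. For the genes higher in MBCs it could not be computed.

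For the genes higher in MBCs, the normalized enrichment score in Myc_VD_ is the paper's about 9.8 in Fig. 5 A, read by eye. Here it was 3.22 after rescaling by the median ratio and 6.62 as deposited (SD 1.52). Of the alternatives set before the data were examined, a mean of at least 5 TPM (8.87) and leaving out Myc_WT_ library 1 (8.42) or Myc_WT_ library 4 (10.0) brought the score within this error of the paper's, and the other alternatives set before did not, weight 0 among them with 8.19 (SD 1.12). Weight 0 with a library left out, chosen after seeing the values, came within it without Myc_VD_ library 6 (9.14), MBC library 3 (9.21) or MBC library 4 (9.19). For the genes lower in MBCs, the paper's score is about -11 in Fig. 5 A, read by eye and put on the sign used here, where a negative score stands for enrichment in Myc_WT_, against -1.77 here (SD 0.0829). Of the alternatives set before the data were examined, weight 0 (-10.2, SD 3.21) brought the score within its error of the paper's, and the others did not. With weight 0 and a library left out, chosen after seeing the values, the score ranged from -15.5 (without MBC library 4) to -4.41 (without Myc_WT_ library 2). For the MIZ1 targets in MBCs, the paper's score is about 3.3 in Fig. 5 C, read by eye, against 2.57 here (SD 0.384). Of the alternatives set before the data were examined, no filter on TPM (3.35) and leaving out MBC library 4 (2.97) came within this error, and the others did not. Weight 0, chosen after seeing the values, gave 3.52 (SD 0.366), which is also within its error, and with a library left out as well from 2.49 (without MBC library 3) to 3.56 (without Myc_WT_ LZ library 1).

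The paper gives all genes of the list of 60 as higher in Myc_VD_; here 50 were higher and 10 lower in TPM as deposited, 60 were higher after rescaling by the median ratio and 45 without Myc_VD_ library 6. It gives them as changed past its threshold; here 3 of them had an unadjusted p under 0.05 and 0 an adjusted one, and the number at an unadjusted p under 0.05 was 25 after rescaling by the median ratio, 24 without ribosomal RNA genes or after correction for GC content, 20 after correction for length, 18 under quantile normalization and 11 without immunoglobulin and mitochondrial genes, of which the corrections and the removal of ribosomal RNA genes were chosen after seeing the values. The paper gives the genes boxed in Fig. S3 D as significantly higher in MBCs. Here, by mean log2(TPM + 1), 35 of the 41 were higher, and the other 6 were higher by mean TPM, as were some genes not boxed. Of the 41, 12 had an unadjusted p under 0.05 from limma and 4 an adjusted one. Of the whole list, 37 were higher by mean log2(TPM + 1). Over the alternatives the number of the whole list ranged from 31 to 47. The 31 came with a mean of at least 5 TPM, where fewer listed genes were tested, and made up 58.5% of them. The 47 came after correction for GC content, which was chosen after seeing the values. The number was 33 (55.9% of those tested) without Myc_WT_ LZ library 4 and 34 without MBC library 4. It was 41 without MBC library 3, 43 without Myc_WT_ LZ library 3 and 45 without immunoglobulin and mitochondrial genes. The paper gives Cdkn1b as higher in Myc_VD_; here its log2 difference of 0.67 had an unadjusted p of 0.128 and an adjusted p of 0.43 from limma, and the exact permutation test, with p = 0.0286, separated the genotypes. The paper's plots of single genes show 3 Myc_WT_ mice where 4 LZ libraries are deposited.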

Other observations

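The test of the MIZ1 targets against lists matched on their difference in Myc_VD_ was chosen only after the result was seen, as were the draws without a shift, the tests with fry after correction for length of the genes higher and lower in MBCs and the relative medians of the MIZ1 targets after the corrections.

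More genes were lower than higher in Myc_VD_, which a larger share of TPM in ribosomal RNA could give, since TPM add up to a fixed total. With ribosomal RNA genes removed and the rest rescaled, the median log2 difference of all genes was -0.0515, against -0.31 as deposited. This is consistent with a shift made by the share of ribosomal RNA, which may come from the libraries' preparation or from the cells; genotype and breeding group cannot be told apart in it. Mitochondrial genes took 19.7 to 26.3% of TPM in Myc_WT_ and 25.4 to 37.1% in Myc_VD_, and the 10 features with the most TPM took 39.5 to 51.4% in Myc_WT_ LZ, 48.3 to 65.3% in Myc_VD_ LZ and 41.7 to 43.7% in MBCs.

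Differences in Myc_VD_ followed transcript length across genes (rho = 0.141), and 3 of the 35 splits of the 8 LZ libraries gave a correlation as large in size, with 0.153 in another split. Besides the real split, those as large still set 3 Myc_VD_ libraries against 3 Myc_WT_ libraries. Splits that divide each genotype evenly gave -0.098 at the largest in size. The splits therefore do not tell a random grouping from one by genotype for this correlation. In MBCs rho was 0.221. The MIZ1 targets have longer transcripts (median 6030 bases) than all genes (3647 bases), and 28 of 60 are over 6092 bases, as the longest 25% of genes are. Length and GC content could therefore raise them. After correction for length the p from fry in Myc_VD_ was 0.00128, and after correction for GC content 0.000855. The paper chose the list as higher on these libraries, so these p-values do not decide. Both trends were fitted on all genes, and the corrections left the median of the list relative to all genes at 0.50 and 0.51, from 0.54, where fits without 1 library gave 0.43 to 0.60; this argues against either trend as the whole source. Only the real split, 1 of 35, gave a relative median as large in size, with 0.42 in the next. Since the list was chosen under this very split, a random grouping and a difference between the genotypes cannot be told apart by it. In MBCs the median of the list lay at percentile 63.2 of lists matched on length.

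The genes higher in MBCs could score high in Myc_VD_ because both comparisons share Myc_WT_ LZ libraries. In 0 of 100 simulated draws did an unchanged group give a score as high, and 1 of the 35 splits, the real one, gave a score as large in size, with 3.80 in the next. Each draw made the signature anew, with 77 to 5264 genes against the 495 observed, so the scores do not compare closely. The median of the set relative to all genes, 0.27, was reached by 0 of 100 draws, the highest being 0.18. This argues against the shared libraries as the whole source of the set's position above other genes. The splits argue against a random grouping, although only the real split keeps all 4 libraries used for the signature on 1 side. After correction for length the score was 2.70, under the highest of draws without the shift (3.41), where 3 of 100 were as high; the median of the set relative to all genes, 0.23 after that correction, was reached by 0 of 100. The p from fry after that correction was 0.000397. These values argue against transcript length as the whole source of the set's position above other genes. Rescaling by the median ratio alone lowered the score to 3.22, which 1 of 100 draws without the shift reached, so the fall of the score after the correction does not tell how much of it length makes.

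For the genes lower in MBCs, 0 of 100 draws gave a score as low as -1.77, but 9 of 35 splits gave one as large in size, which is consistent with a score that other groupings of these mice reach. Their median relative to all genes was as large in size in 1 of 35 splits, the real one, but the next came close (0.24814 in size, against -0.25253). After correction for length the score was -2.44 and 7 of 100 draws without the shift were as low, down to -4.75, while 3 of 100 reached the relative median of -0.18. The p from fry was 0.170 after the correction and 0.00883 after rescaling by the median ratio. These measures part, and length cannot be told apart from a difference between the genotypes for this set. The correlation across genes of the differences in Myc_VD_ and in MBCs, r = 0.30, was reached by 1 of 100 draws, the highest of which had 0.352, which argues against the shared Myc_WT_ LZ libraries as its whole source.

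A share of 62.7% of the MIZ1 targets was higher in MBCs. Any genes higher in Myc_VD_ may have such a share, and among lists matched on the difference in Myc_VD_ it lay at percentile 76.3, in line with a share that is not special to MIZ1 targets. The higher level of single targets in MBCs is not tested by this.

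Hbb-bs was at 2609 TPM in MBC library 3 and at 2.35 and 20.66 TPM in the other MBC libraries, and Hba-a2 at 1943 TPM there. A candidate source is RNA of erythroid cells: 4 of the 4 other genes of the erythroid list above 0 in an MBC library were highest in that library. Lyz2 was at 136 TPM in MBC library 4 and 31.2 TPM in MBC library 3, and 5 of the 7 other genes of the myeloid list above 0 were highest in MBC library 4, in line with RNA of myeloid cells there. Both remain hypotheses; LZ libraries express 7 genes of the erythroid list and 1 of the myeloid list at a mean of at least 1 TPM.

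Of the 9 lists in Myc_VD_, with p from fry adjusted over them, the plasma cell list was lower (0 of 8 higher, median -0.71, or -0.40 relative to all genes, adjusted p = 0.00863), and kept its direction and a p under 0.05 in the alternatives run with fry (p from 0.000458 to 0.0364), while camera with an estimated correlation gave p = 0.0516. The markers of MBC precursors and subsets that the paper names had 1 of 4 higher (adjusted p = 0.0338), but lay at 0.02 relative to all genes, and camera with an estimated correlation gave p = 0.646. The others were the dark zone list (1 of 9 higher, adjusted p = 0.217), T cell list (2 of 3, 0.778), myeloid list (1 of 1, 0.778), erythroid list (6 of 7, 0.218), naive follicular list (4 of 7, 0.778), germinal center list (0 of 10, 0.218) and CD40 list (2 of 13, 0.217). Relative to all genes, the medians of these lists were -0.18, 0.42, 0.63, 1.29, 0.33, 0.08 and 0.04 in this order. The counts are against 0 and so carry the shift of all genes. By the relative medians, the germinal center and CD40 lists were not lower than other genes. In MBCs the markers the paper names had 4 of 5 higher (adjusted p = 6.47e-06), the naive follicular list 8 of 8 (6.47e-06), the myeloid list 6 of 6 (0.00613), the germinal center list 0 of 10 (0.000149), the dark zone list 1 of 9 (0.00237), the plasma cell list 3 of 8 (0.0803), the T cell list 0 of 3 (0.681), the erythroid list 4 of 5 (0.861) and the CD40 list 4 of 13 (0.604). Fcer2a and Cr2 stand in both the naive follicular list and the markers the paper names, the dark zone and germinal center lists share genes, Nfkb2 stands in the CD40 list and among the MIZ1 targets, and Fas, Cxcr4, Ighd and Sdc1 encode proteins used in the sorting.

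Gm10800 and Gm10801 were at 29505 and 5212 TPM in Myc_WT_ LZ library 4 and at 57.3 to 928 and 9.19 to 180 TPM in the other libraries. Ighd was higher in MBCs, sorted as IgDneg, than in LZ B cells (log2 difference 1.93, higher in 3 of 3 libraries, adjusted p = 0.0177 from limma), at 156, 59.3 and 90.6 TPM. Igha made up 11.2, 7.07 and 5.34% of the TPM of IgH constant genes in MBC libraries 1, 3 and 4. The share of Ighd was 2.17, 0.812 and 1.04% there and 0.582 to 1.08% in the Myc_WT_ LZ libraries, so that it overlapped. Nt5e was lower in Myc_VD_ than in Myc_WT_ LZ B cells (-0.85, adjusted p = 0.178 from limma; exact permutation p = 0.0286, the smallest possible). In MBCs Ccnd2 and Cdkn1b were both higher by 2.13 (adjusted p = 0.0223 and 0.0457 from limma, in 3 of 3 libraries each). Ccnd3 was lower in MBCs, with a log2 difference of -1.61 (adjusted p = 0.0416 from limma) and no overlap of the groups. The S phase and G2/M genes had medians of -1.78 and -2.12.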
